# CD4^+^ T cells contribute to neurodegeneration in Lewy body dementia

**DOI:** 10.1126/science.abf7266

**Published:** 2021-10-14

**Authors:** David Gate, Emma Tapp, Olivia Leventhal, Marian Shahid, Tim J. Nonninger, Andrew C. Yang, Katharina Strempfl, Michael S. Unger, Tobias Fehlmann, Hamilton Oh, Divya Channappa, Victor W. Henderson, Andreas Keller, Ludwig Aigner, Douglas R. Galasko, Mark M. Davis, Kathleen L. Poston, Tony Wyss-Coray

## Abstract

Recent studies indicate that the adaptive immune system plays a role in Lewy body dementia (LBD). However, the mechanism regulating T cell brain homing in LBD is unknown. Here, we observed T cells adjacent to Lewy bodies and dopaminergic neurons in post-mortem LBD brains. Single-cell RNA sequencing of cerebrospinal fluid (CSF) identified upregulated expression of *C-X-C Motif Chemokine Receptor 4* (*CXCR4*) in CD4^+^ T cells in LBD. CSF protein levels of the CXCR4 ligand, C-X-C Motif Chemokine Ligand 12 (CXCL12) were associated with neuroaxonal damage in LBD. Furthermore, we observed clonal expansion and upregulated *Interleukin 17A* expression by CD4^+^ T cells stimulated with a phosphorylated α-synuclein epitope. Thus, CXCR4-CXCL12 signaling may represent a mechanistic target for inhibiting pathological interleukin-17-producing T cell trafficking in LBD.

## Summary

The immune system is implicated in the neurodegenerative process of Lewy body dementia.

Lewy body dementia (LBD) encompasses two disorders characterized by abnormal deposits of α-synuclein in the brain: dementia with Lewy bodies (DLB) and Parkinson’s disease dementia (PDD). PDD is defined by changes in memory and behavior and afflicts patients in late stage Parkinson’s disease (PD) (1). The symptoms and cognitive profiles of DLB and PDD are highly similar (2). Several lines of evidence suggest involvement of the adaptive immune system in DLB (3) and PDD (4–6). Immune alterations have been reported in the peripheral blood of PD patients, including changes to lymphocyte activation (7–9). The involvement of CD4^+^ T cells in PD is supported by studies in mouse models (10–13) and in vitro culture systems (6). Moreover, recent studies have found that a defined set of peptides derived from α-synuclein act as antigenic epitopes and promote T cell responses in non-demented PD patients ex vivo (4, 5, 14). However, showing a role for T cells in the neurodegenerative process of LBD in vivo is lacking. Furthermore, the mechanism regulating T cell brain homing in LBD remains unknown.

## Results

### Neurodegeneration in LBD study subjects

To assess adaptive immunity in LBD, we integrated analyses of multiple cohorts consisting of healthy aged controls (n=162) and patients with clinical DLB and PD (collectively referred to as PD-DLB; n=148) (Fig. S1A, Table S1 and Data S1). Montreal Cognitive Assessment scores indicated reduced cognition in PD-DLB subjects (*P* = 8.6X10^−5^; Fig. S1B). Furthermore, proteomic analysis of cerebrospinal fluid (CSF) indicated increased levels of neurofilament light chain (NEFL; *P* = 0.0031; Fig. S1C). NEFL reflects neuronal damage in a variety of neurological disorders (12–14). Because PD has a long prodromal phase before dementia onset, we stratified patients as PD-not cognitively impaired (PD-NCI) or PDD (those with cognitive impairments and dementia). Compared to healthy subjects, patients diagnosed as PDD (*P* = 6.33X10^−13^) and DLB (*P* = 4.02X10^−13^) presented with lower cognitive scores than PD-NCI patients (*P* = 0.83; Fig. S1D). These data suggest increased neurodegeneration in our PDD and DLB subjects.

### T cells home to the LBD brain and reside in close proximity to α-synuclein deposits

We next examined post-mortem substantia nigra to localize and quantify T cells in LBD. Immunohistochemical analysis showed CD3^+^ T cells in close proximity to neuronal processes labeled by the dopamine enzyme tyrosine hydroxylase (TH) in the substantia nigra of PDD and DLB brains (Fig. 1A and S2A). Quantification of control (non-neurologic disease) and LBD substantia nigra indicated higher numbers of CD3^+^ T cells in LBD (Welch’s t-test, *P* = 0.006; Fig. 1B). We then probed LBD brains for α-synuclein to determine whether T cells localize to these protein deposits. Indeed, we found CD3^+^ T cells adjacent to α-synuclein deposits in LBD brains (Fig. S2B and C). Quantification of these cells revealed a higher percentage of CD3^+^ T cells localized to α-synuclein deposits in LBD substantia nigra (Welch’s t-test, *P =* 0.002; Fig. 1C). We also detected CD3^+^ T cells adjacent to Lewy neurites surrounding TH^+^ neurons in PDD (Fig. 1D and Fig. S3A and B) and DLB substantia nigra (Fig. S3C). CD3^+^ T cells were also found near α-synuclein^+^ Lewy bodies adjacent to vesicular glutamate transporter 1 (vGLUT1)^+^ glutamatergic neurons in the hippocampal CA2 region (Fig. S3D). Notably, CD3^+^ T cells were also bound to Iba1^+^ innate immune cells, which extended processes towards phosphorylated α-synuclein^+^ Lewy bodies in PDD (Fig. 1E) and DLB (Fig. S3E and F). In mice expressing human α-synuclein (Thy1-αSyn), CD3^+^ T cells were found adjacent to α-synuclein deposits in the midbrain (Fig. S4). Thus, T cells home to the LBD brain and reside in close proximity to α-synuclein deposits.

### *CXCR4* is upregulated in CD4^+^ T cells in LBD CSF

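Cells were collected from cerebrospinal fluid (CSF), the fluid that surrounds the brain and spinal cord, of healthy subjects and of subjects with Parkinson's disease (PD) or dementia with Lewy bodies (DLB), who form the PD-DLB group. Their RNA was sequenced cell by cell with 10x Genomics 5′ libraries. In these libraries every cell receives a barcode and every captured RNA molecule a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. The sample labels list 22 CSF subjects, 11 in each group. The values given here come from 8 of them, 2 healthy subjects and 6 PD-DLB subjects, of whom 4 had PD and 2 had DLB. The other 14 subjects were not analysed here.

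The authors mapped the reads to the human genome GRCh38 with Cell Ranger and deposited a matrix of raw UMI counts per subject, without normalization, for the barcodes that Cell Ranger took as cells. Each matrix covers 33538 genes, and the 8 matrices hold 8286 barcodes. The total was 3916986 UMIs in healthy subject 1 and 976985 in healthy subject 2, and between 1147441 and 10091910 UMIs in the PD-DLB subjects, with a median of 5650132. The cell filters of the paper's methods were then applied. Barcodes with fewer than 200 genes, more than 2500 genes, more than 10000 UMIs or more than 10% mitochondrial UMIs were left out. The mitochondrial limit alone was exceeded by 1522 barcodes. The filters kept 6347 cells, 766 and 218 from the healthy subjects and between 171 and 1440 from each PD-DLB subject. Depth per cell followed the groups: the median kept cell had 4429 and 3951.5 UMIs in the healthy subjects and between 4557 and 5360 UMIs in the PD-DLB subjects (exact permutation test, two-sided, p = 0.0357).

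The kept cells were normalized with sctransform and clustered, as in the paper's methods. Those methods also regress out sequencing and experimental batch. The matrices and labels used here name no batch, so that this step was left out, and a batch difference between the groups could not be separated from the disease. Cells of one subject are not independent samples. UMI counts were therefore summed over each subject's cells of a type, and the sums were compared between the 2 healthy and the 6 PD-DLB subjects. The 8 subjects can be split into groups of 2 and 6 in 28 ways, so the smallest p that an exact two-sided permutation test can give is 0.0357.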

To uncover potential mechanisms of brain entry in LBD, we performed single-cell RNA sequencing (scRNAseq) (15, 16) of CSF cells isolated from age- and sex-matched healthy (n=11) and PD-DLB (n=11) subjects (Fig. S5A). 

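Graph-based Louvain clustering of the 6347 kept CSF cells, on 20 principal components at a resolution of 0.5, gave 11 clusters. Clusters were named from marker genes that had been listed for each immune cell type. A cluster was called T-like when at least 70% of its cells had a UMI of CD3D, a chain of the T cell receptor complex. T-like clusters with CD4 in at least 30% of cells and CD8A or CD8B in fewer than 25% were called CD4+. These percentages were chosen after the clusters had been seen. By these rules 4 clusters with 3884 cells were CD4+ T-like, 1 with 1302 cells CD8+ effector memory (TEM)-like, 1 with 565 cells CD8+ GNLY+ T-like, 1 with 242 cells natural killer (NK)-like, 1 with 82 cells monocyte-like and 1 with 33 cells B-like. A further 2 clusters with 239 cells were left unnamed. Their cells had a median of 898 and 1744 UMIs, below that of every named cluster. Doublets were not removed. Scrublet, which scores each cell against simulated pairs of cells, marked 275 of the 6347 cells (4.33%) as doublets.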

Multidimensional reduction of scRNAseq data by t-distributed stochastic neighbor embedding (tSNE) revealed clusters of immune cells (Fig. 2A). Clusters expressed marker genes corresponding to each immune cell subtype (Fig. 2B) and were not specific to group or sex (Fig. S5B). 

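CD3D was detected in between 90.2% and 94.6% of the cells of each CD4+ T-like cluster, and CD4 in between 42.7% and 48.2%. In the largest of these clusters MAL, LEF1 and LTB were among the leading genes by fold, and in the smallest FOXP3, IL2RA and CTLA4, genes of regulatory T cells. The 10 leading genes included the immediate early genes EGR1, IER2 and FOS in a cluster of 1042 cells. RGS16, RPS26 and AL118516.1 led a cluster of 833 cells, with JUN and NFKBIA lower among its 10 leading genes. The CD8+ TEM-like cluster was led by CD8A, CD8B and GZMH, with CD8A or CD8B in 71.0% of its cells. In the CD8+ GNLY+ T-like cluster 49.2% of cells had CD8A or CD8B, 25.7% had CD4 and 32.7% had GNLY. GNLY, TRDC and KLRF1 led the NK-like cluster, where 2.48% of cells had CD3D. CST3, C1QC and CD14 were among the leading genes of the monocyte-like cluster and CD79A, JCHAIN and IGHM among those of the B-like cluster.

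All 11 clusters held cells of both groups, and 9 held cells of all 8 subjects. The cluster of 833 cells came for 93.2% of its cells from PD subject 3, and 17 of its cells came from healthy subjects. The share of a subject's cells that were CD4+ T-like was 43.5% ± 15.5 (SD, n = 2) in healthy and 60.8% ± 11.8 (SD, n = 6) in PD-DLB subjects, a difference of 17.3 percentage points (exact permutation test, two-sided, p = 0.107). CD8+ TEM-like cells made up 25.8% ± 2.10 (SD, n = 2) and 18.1% ± 6.63 (SD, n = 6), CD8+ GNLY+ T-like cells 13.4% ± 0.50 and 8.88% ± 3.83, NK-like cells 2.75% ± 1.30 and 6.17% ± 7.12, monocyte-like cells 1.41% ± 1.3 and 1.44% ± 0.441, and B-like cells 0.524% ± 0.556 and 0.516% ± 0.327. None of the 6 differences had an adjusted p under 0.05 (smallest p = 0.357 after Benjamini-Hochberg adjustment over the 6 exact permutation tests). The smallest unadjusted p that these permutation tests can give is 0.0357. A single type that separated the groups fully could therefore not pass after adjustment, and the tests do not show that the shares are alike. The difference for CD4+ T-like cells was 6.33 points without healthy subject 2 and 28.2 points without healthy subject 1. Unnamed cells were 2.74% and 22.5% of the cells of healthy subjects 1 and 2, and between 1.08% and 11.7% in the PD-DLB subjects.

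**Figure D1:**
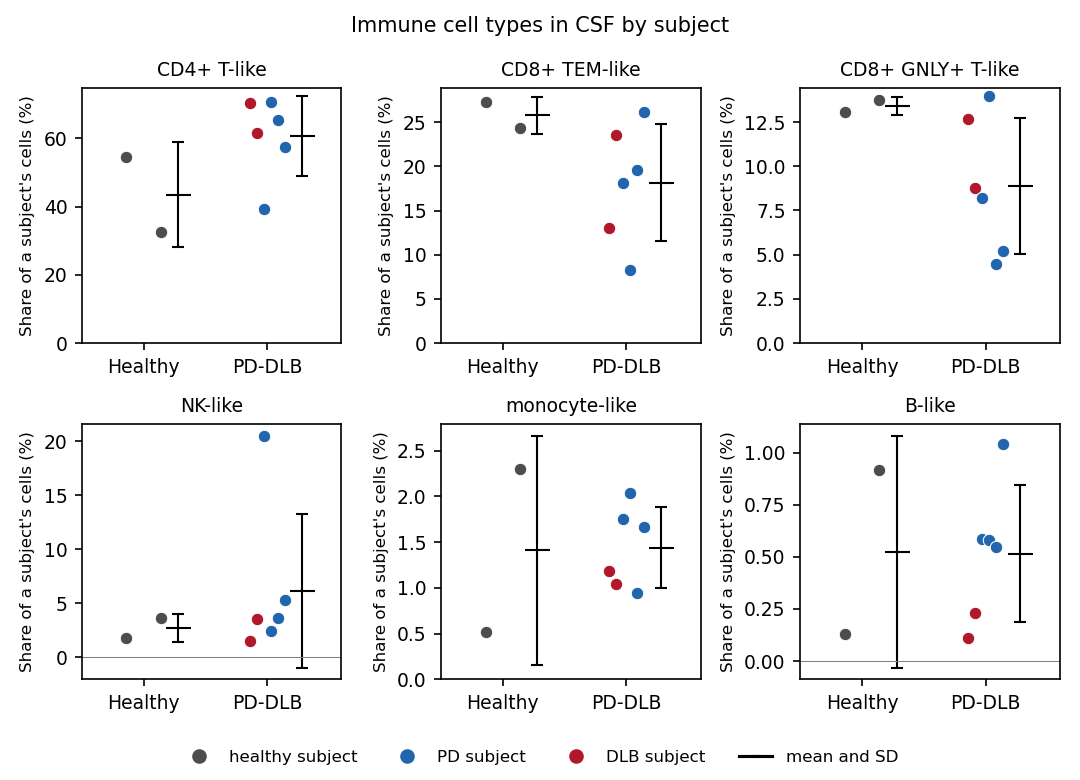
Share of each subject's kept CSF cells in each named type, in percent, for healthy and PD-DLB subjects. Each point is a subject, coloured by diagnosis, and the bars give the mean and SD of the group. The ranges of the groups overlap in all 6 types, and NK-like cells reach 20.5% in PD subject 1.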

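The summed UMI counts of each cell type were compared between PD-DLB and healthy subjects with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05. A type was tested where at least 2 subjects of each group had 10 or more of its cells. CD4+ T-like, CD8+ TEM-like and CD8+ GNLY+ T-like cells met this in all 8 subjects. NK-like cells met it in 1 healthy subject, and monocyte-like and B-like cells in none, so these types were not tested. In CD4+ T-like cells, with 488 cells from healthy and 3396 from PD-DLB subjects, 2 of 10184 genes were past the threshold, 1 higher and 1 lower in PD-DLB, and 388 had an unadjusted p under 0.05. In CD8+ TEM-like cells 0 of 7407 genes were past it, with 238 at an unadjusted p under 0.05, and in CD8+ GNLY+ T-like cells 0 of 5161 genes, with 233. Each of these unadjusted counts is below the number that chance alone would give at 0.05 among as many genes. DESeq2 on the same sums gave 4, 1 and 0 genes past the threshold.

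The gene that was higher, U2AF1L5, had a log2 fold change of 3.13 (standard error 0.365, adjusted p = 0.000585 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on chromosome 21 of GRCh38 from 6484623 to 6499248, and the GENCODE 44 annotation marks it as an artificial copy of U2AF1 (chromosome 21, 43092956 to 43107570), with which it shares reads, so that its count is uncertain. The gene that was lower, AL157402.2, is a long noncoding RNA on the minus strand of chromosome 1 from 198657553 to 198667061, within the span of the plus-strand gene PTPRC (198638457 to 198757476), and its count is uncertain for that overlap. Its log2 fold change was -3.74 (standard error 0.390, adjusted p = 0.000225 from the same test). Neither gene was past the threshold without healthy subject 1, with an adjusted p of 0.544 for U2AF1L5 (log2 fold change 2.28) and 0.624 for AL157402.2 (log2 fold change -2.23) from edgeR's quasi-likelihood test.

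The number of genes moved most without a filter on low counts, to 27 in CD4+ T-like, 10 in CD8+ TEM-like and 8 in CD8+ GNLY+ T-like cells. CD4+ T-like cells were also the most numerous type. Drawn down at random, subject by subject, to the number of CD8+ TEM-like cells, they gave a median of 2 genes over 20 draws (range 0 to 5). Drawn down to the number of CD8+ GNLY+ T-like cells, they gave a median of 0 genes (range 0 to 2). Counts were also simulated for the 9989 genes of a CD4+ T-like comparison, with 200 of them changed by 2 on the log2 scale. The same test recovered 83.5% of the changed genes with 6 false calls. Smaller changes were not simulated, so that this does not tell how many of them the test would find.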

Cell-type specific differential expression of PD-DLB vs. healthy CSF cell clusters revealed CD4^+^ T cells as the most transcriptionally altered immune cell subtype (Fig. 2C and Data S2). 

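JAK1 (ENSG00000162434; chromosome 1 of GRCh38, 64833223 to 65067754, minus strand) encodes a tyrosine kinase that signals from cytokine receptors. In CD4+ T-like cells its log2 fold change in PD-DLB against healthy subjects was -0.02 (standard error 0.117, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10184 genes), smaller than its standard error and without a clear sign. Its summed counts were 8.10 ± 0.285 (SD, n = 2) log2 CPM in healthy and 8.14 ± 0.0750 (SD, n = 6) log2 CPM in PD-DLB subjects, where CPM are counts scaled to the library size by edgeR's TMM method. All 6 PD-DLB subjects lay between the healthy subjects, and the group means differ in the direction opposite to the fitted value. The direction changed with the processing: the log2 fold change was 0.11 when each cell was first thinned to 1000 UMIs, 0.04 with the median UMI count per cell as a covariate, and 0.22 without healthy subject 1.

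CD69 (ENSG00000110848; chromosome 12, 9752486 to 9760901, minus strand) encodes a membrane receptor that T cells display soon after activation. Its log2 fold change was 0.52 (standard error 0.413, adjusted p = 1.00 from edgeR's quasi-likelihood test), from 8.28 ± 0.494 (SD, n = 2) log2 CPM in healthy to 8.81 ± 0.520 (SD, n = 6) log2 CPM in PD-DLB subjects. Of the 6 PD-DLB subjects, 3 lay above both healthy subjects and 5 above their mean. The difference was therefore not distinguishable from the spread between subjects. It ranged from 0.27 without healthy subject 2 to 0.94 without healthy subject 1. In CD8+ TEM-like cells CD69 had a log2 fold change of 0.41 (standard error 0.193) and in CD8+ GNLY+ T-like cells of 0.28 (standard error 0.279), neither past the threshold after adjustment.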

Highly differentially expressed PD-DLB CD4^+^ T cell genes included *Janus kinase 1* (*JAK1*), a kinase essential for cytokine signaling, and the T cell activation gene *Cluster Of Differentiation 69* (*CD69*) (Fig. 2D). The chemokine receptor gene *C-X-C Motif Chemokine Receptor 4* (*CXCR4*) was also highly upregulated in PD-DLB CD4^+^ T cells (Fig. 2D). Moreover, *CXCR4* and *CD69* were highly expressed by the majority of CD4^+^ T cells (Fig. S5C). 

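CXCR4 (ENSG00000121966; chromosome 2 of GRCh38, 136114349 to 136119177, minus strand) encodes the receptor of the chemokine CXCL12. In CD4+ T-like cells it had 7.88 ± 0.863 (SD, n = 2) log2 CPM in healthy and 8.47 ± 0.422 (SD, n = 6) log2 CPM in PD-DLB subjects. Its fitted log2 fold change was 0.42 (standard error 0.388, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), about the size of its standard error, and 3 of the 6 PD-DLB subjects lay above both healthy subjects. The value rests on which healthy subject is kept: it was 0.03 without healthy subject 2 and 1.23 without healthy subject 1. In CD8+ TEM-like cells the log2 fold change of CXCR4 was 0.63 (standard error 0.344) and in CD8+ GNLY+ T-like cells 0.29 (standard error 0.367). From each subject's log2 CPM, the change in CD8+ TEM-like cells exceeded that in CD4+ T-like cells by 0.08 (exact permutation test, two-sided, p = 0.607), and the change in CD8+ GNLY+ T-like cells less that in CD4+ T-like cells was -0.39 (exact permutation test, two-sided, p = 0.357). A change particular to CD4+ T-like cells was not detectable. Among the PD-DLB subjects, CXCR4 in CD4+ T-like cells was 8.58 ± 0.283 (SD, n = 4) log2 CPM with PD and 8.26 ± 0.719 (SD, n = 2) log2 CPM with DLB (exact permutation test over 15 splits, two-sided, p = 0.533; the smallest p possible is 0.0667).

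The other genes that the paper names for CSF cells were also short of the threshold in CD4+ T-like cells. The paper reports KLRB1 for clonal CD4+ T cells, and TSC22D3 among the genes that define CD4+ T cells unique to CSF. Its Data S2 lists neither KLRB1 nor KLF2 for CD4+ T cells. All CD4+ T-like cells were tested here, so that the values do not bear on those subsets. TSC22D3 had a log2 fold change of 0.16 (standard error 0.290), PNRC1 of 0.14 (standard error 0.144), ZFP36L2 of 0.19 (standard error 0.246) and KLF2 of 0.09 (standard error 0.185), while CYBA had -0.05 (standard error 0.205) and KLRB1 -0.24 (standard error 0.227). TSC22D3 and ZFP36L2 changed direction without healthy subject 2, to -0.22 and -0.09. KLF2 changed direction when cells were thinned to 1000 UMIs (-0.07), with depth as a covariate (-0.14) and without healthy subject 1 (-0.03), and CYBA without PD subject 4 (0.03) and without healthy subject 1 (0.03).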

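A UMI of CXCR4 was found in 2909 of the 3884 CD4+ T-like cells (74.9%, exact 95% interval 73.5 to 76.3), and a UMI of CD69 in 3008 of them (77.4%, exact 95% interval 76.1 to 78.8). The intervals cover counting error only. Between subjects the share with CXCR4 ran from 40.8% to 83.2%, over 50% in 7 of 8 subjects, and the share with CD69 from 60.6% to 88.9%, over 50% in 8 of 8. These shares depend on depth. The subjects' median UMI count per CD4+ T-like cell was 4728 and 4938 in the healthy and between 4975 and 6125 in the PD-DLB subjects. When every cell was thinned to 1000 UMIs, which left out 3 cells of healthy and 5 of PD-DLB subjects with fewer, CXCR4 was found in 30.2% and CD69 in 35.6% of CD4+ T-like cells, and over 50% of the cells in 0 of 8 subjects for either gene. A random thinning adds chance of its own, and averaged over all possible thinnings these were 29.9% and 33.5%. Detection was not particular to CD4+ T-like cells. Unthinned, CXCR4 was found in 86.5% of CD8+ TEM-like and 55.8% of NK-like cells, and CD69 in 65.1% and 63.6%. Thinned to 1000 UMIs, CXCR4 was found in 48.5% and 23.1% of them, and CD69 in 26.8% and 26.9%.

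Free RNA in the droplets can also give UMIs in cells that do not express a gene. In monocyte-like cells, whose subject medians had a median of 5894 UMIs, CXCR4 was found in 37.8% (31 of 82 cells, exact 95% interval 27.3 to 49.2) and CD69 in 12.2% (10 of 82 cells, exact 95% interval 6.01 to 21.3). After thinning these were 11.4% (9 of 79) and 5.06% (4 of 79), below the shares in CD4+ T-like cells. Monocyte-like cells may express either gene themselves, so that these shares cannot be read as free RNA alone. Between groups, the thinned share with CXCR4 was 19.7% ± 11.7 (SD, n = 2) in healthy and 28.7% ± 8.53 (SD, n = 6) in PD-DLB subjects (exact permutation test, two-sided, p = 0.286), and that with CD69 29.8% ± 1.78 (SD, n = 2) and 35.6% ± 8.69 (SD, n = 6) (exact permutation test, two-sided, p = 0.429). Averaged over all possible thinnings, they were 21.7% ± 10.0 and 28.9% ± 6.90 for CXCR4 (exact permutation test, p = 0.357) and 26.8% ± 5.34 and 33.4% ± 8.76 for CD69 (exact permutation test, p = 0.393). The CD69 share of healthy subject 2 varies from thinning to thinning with an SD of 4.14 points. Unthinned, they were 58.1% ± 24.4 and 74.9% ± 9.68 for CXCR4 (exact permutation test, p = 0.143) and 68.1% ± 10.6 and 78.5% ± 8.84 for CD69 (exact permutation test, p = 0.179). No difference was larger than the spread between subjects.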

Quantification of individual subjects’ CD4^+^ T cell *CXCR4* and *CD69* expression revealed higher levels in PD-DLB vs. healthy CSF (Welch’s t-test, *P* = 0.03 and *P* = 0.025, respectively; Fig. S5D). 

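For each subject, UMIs were scaled to 10000 per cell and averaged over its CD4+ T-like cells, between 67 and 832 cells per subject. CXCR4 averaged 2.75 ± 1.36 UMIs per 10000 (SD, n = 2) in healthy and 3.72 ± 1.06 (SD, n = 6) in PD-DLB subjects. The difference of 0.974 was no larger than the spread between subjects (exact permutation test, two-sided, p = 0.286; 8 of the 28 splits gave one as large). CD69 averaged 3.32 ± 0.736 UMIs per 10000 (SD, n = 2) in healthy and 4.66 ± 1.49 (SD, n = 6) in PD-DLB subjects, a difference of 1.33 (exact permutation test, two-sided, p = 0.321; 9 of 28 splits). Adjusted over the 2 genes, both exact permutation p-values were 0.321. Of the 6 PD-DLB subjects, 4 lay above both healthy subjects for CXCR4 and 3 for CD69, and none lay below both. The healthy subjects lay apart, with 3.71 and 1.78 UMIs of CXCR4 per 10000 from 417 and 71 cells. Against healthy subject 1 alone, PD-DLB subjects differed by 0.00882 for CXCR4 and 0.812 for CD69, and against healthy subject 2 alone by 1.94 and 1.85.

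**Figure D2:**
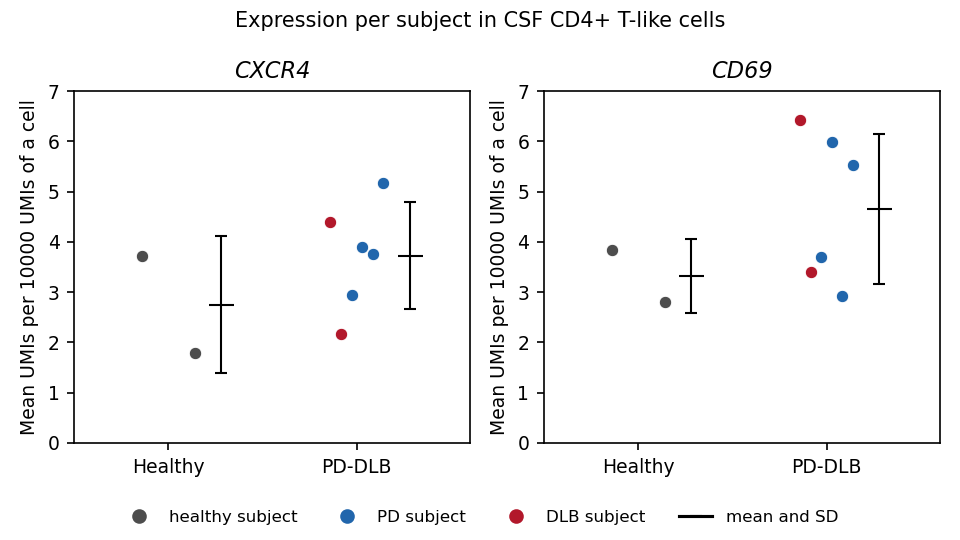
Mean CXCR4 and CD69 expression per subject in CSF CD4+ T-like cells, in UMIs per 10000 UMIs of a cell, for healthy and PD-DLB subjects. Each point is a subject, coloured by diagnosis, and the bars give the mean and SD of the group. The PD-DLB subjects span 2.16 to 5.17 for CXCR4 and 2.93 to 6.42 for CD69, and overlap the healthy subjects in both.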

Analysis of pathways containing *CXCR4* indicated altered metabolic and catalytic activity and response to cytokine stimulus in CD4^+^ T cells in PD-DLB (Fig. S5E). Thus, enhanced CD4^+^ T cell cytokine signaling and activation can be observed in PD-DLB CSF.

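Activation and cytokine signaling were also tested as fixed lists of genes, drawn up from general knowledge of T cells. The test was limma's camera on voom values of the CD4+ T-like sums, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 5 lists. Of 23 tested T cell activation genes, 17 were higher in PD-DLB, with a median log2 fold change of 0.18 (camera adjusted p = 0.0189). Of 30 genes of JAK-STAT cytokine signaling, 17 were higher, with a median of 0.07 (camera adjusted p = 0.259). The activation list was not past the threshold without healthy subject 1 (median 0.04, camera adjusted p = 0.775) or without PD subject 4 (median 0.17, camera adjusted p = 0.0878). The median of the cytokine list was -0.08 without healthy subject 1 and -0.02 without PD subject 4. The activation list was also short of the threshold when the correlation between its genes was estimated from the data (adjusted p = 0.396 by camera) or under fry, a rotation test (adjusted p = 0.636). Single genes past the threshold numbered 0 in either list, over all genes tested by edgeR and also adjusted over the list alone, with 1 activation and 3 cytokine genes at an unadjusted p under 0.05.

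From the differential expression of JAK1 and CD69 and the higher expression of CXCR4 in CD4+ T cells of PD-DLB CSF, the higher CXCR4 and CD69 levels of individual subjects, and the response to cytokine stimulus among the pathways that contain CXCR4, the paper concludes that CD4+ T cells in PD-DLB CSF show more cytokine signaling and activation.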

The increase in activation of CSF CD4^+^ T cells in PD-DLB prompted us to determine whether clonally expanded (i.e. antigen-specific) cells were distinct in PD-DLB. To assess clonal expansion, we performed single-cell T cell receptor sequencing (scTCRseq) on the same CSF cells as above (Fig. 2E). Comparing RNA transcriptomes of clonal CD4^+^ T cells from healthy and PD-DLB CSF by differential expression again showed increased expression of *CD69* and *CXCR4* in PD-DLB (Fig. 2F and G and Data S3). Clonal T cells were not specific to disease group or sex (Fig. S6A). Pathway analysis of differentially expressed clonal CD4^+^ PD-DLB T cell genes revealed regulation of cytokine-mediated signaling and intracellular signal transduction as the most altered pathways containing *CXCR4* (Fig. S6B). We also detected higher expression of *Killer cell lectin-like receptor subfamily B, member 1* (*KLRB1*), a marker of pro-inflammatory IL-17-producing (Th17) memory CD4^+^ T cells (17, 18) (Fig. 2F and Data S3). We also localized CD3^+^KLRB1^+^ T cells to phosphorylated α-synuclein deposits in the parenchyma of PDD brains (Fig. S6C). Thus, LBD may involve enhanced activation of pro-inflammatory CD4^+^ Th17 cells.

### The CXCR4 ligand CXCL12 is associated with neurodegeneration in LBD

To determine if T cells express CXCR4 in the brain, we performed immunohistochemistry on PDD meninges, which revealed meningeal CD3^+^CXCR4^+^ cells (Fig. S7A). We noted localization of the CXCR4 ligand, C-X-C Motif Chemokine Ligand 12 (CXCL12) to CD3^+^CXCR4^+^ cells in the meninges (Fig. S7A). In mice, CXCL12 is expressed by cerebrovascular endothelial cells and promotes recruitment of CD4^+^ T cells (19). Within the PDD brain, CXCL12 localized to the cerebrovasculature (Fig. 3A), confirmed by co-staining PDD brains with the vascular marker Cluster Of Differentiation 31 (CD31; Fig. S7B). CD3^+^ T cells resided in the perivascular space adjacent to CXCL12^+^ vessels (Fig. 3A and Fig. S7C).

We next sought to determine whether levels of CSF CXCL12 were associated with cognitive impairment in PD. We measured CXCL12 in a cohort of age- and sex-matched healthy (n=84) and PD (n=79) subjects (Fig. S8A). This revealed higher levels of CSF CXCL12 in PD (Welch’s t-test, *P* = 0.036; Fig. 3B). We separated this PD cohort by clinical diagnoses as PD-NCI or PDD, which revealed lower cognitive scores in PDD subjects compared to healthy (*P* = 3.12X10^−11^) and PD-NCI (*P* = 7.67X10^−10^) subjects (one-way ANOVA (F (2,135) = 31.697, *P* = 5.18X10^−12^); Fig. S8B). NEFL levels also distinguished PDD from healthy (*P* = 1.00X10^−4^) and PD-NCI (*P* = 8.30X10^−3^) subjects (one-way ANOVA, (F (2,117) = 9.161, *P* = 0.0002); Fig. S8C). Age did not significantly impact CXCL12 levels in this cohort (ANCOVA, (F (2,150) = 2.867, *P* = 0.071); Fig. S8D). We then correlated CXCL12 levels with neurodegenerative disease biomarkers, including ubiquitin carboxyl-terminal esterase L1, total tau, phosphorylated tau 181, amyloid-β, α-synuclein and NEFL (Fig. S8E). CXCL12 levels correlated most positively with NEFL in PDD (r_*s*_ = 0.40; *P* = 0.023), and these correlations were lesser in healthy (r_*s*_ = 0.12; *P* = 0.394) and PD-NCI (r_*s*_ = 0.17; *P* = 0.326) subjects (ANCOVA (F (2,114) = 3.484, *P* = 0.031); Fig. 3C). Thus, dysregulated CXCR4-CXCL12 signaling is associated with neurodegeneration in LBD.

### *CXCR4* demarks CD4^+^ T cells that are unique to the CSF

Because peripheral T cells have been shown to be dysregulated in PD (4, 5, 14), we compared CD4^+^ T cells of the peripheral immune system and CSF. We performed scRNAseq on peripheral blood mononuclear cells (PBMCs) of the same subjects we analyzed by CSF scRNAseq and focused our analysis on CD4^+^ T cells (Fig. 4A). We uncovered CD4^+^ T cell populations that were unique to the CSF (referred to as CSF unique; Fig. 4B). We also identified upregulated *CXCR4*, *CD69*, and *TSC22D3* as the primary genes defining CSF unique T cells (Fig. 4D). Quantification of individual subjects’ CSF unique CD4^+^ T cell *CXCR4* and *CD69* expression revealed higher levels in PD-DLB vs. healthy CSF (Welch’s t-test, *P* = 0.0218 and *P* = 0.0217, respectively; Fig. 4E). Thus, *CXCR4* may regulate homing of CD4^+^ T cells to the LBD brain.

### α-synuclein stimulation drives T cell clonal expansion and activation

Our immunohistochemistry results indicated close proximity of T cells with α-synuclein in LBD brains. This led us to investigate whether α-synuclein could drive T cell clonal expansion and activation. Several peptides derived from α-synuclein act as antigenic epitopes and promote T cell responses in PD PBMCs (4, 5). We incubated PBMCs from healthy (n=32) and PD (n=53) subjects with a pool of eight antigenic α-synuclein peptides and measured activation of CD3^+^ T cells by flow cytometry using co-expression of HLA-DR and CD38 (Fig. S9A). Surprisingly, control PD patient T cells in the absence of stimulation exhibited higher percentages of HLA-DR^+^CD38^+^ T cells than healthy subjects (Welch’s t-test, *P* = 0.006; Fig. S9B and C). This suggests higher baseline levels of peripheral T cell activation exists in PD patients in vivo. We also detected higher levels of T cell activation following stimulation with the α-synuclein peptide pool (Welch’s t-test, *P* = 0.002; Fig. S10C). We confirmed increased activation of PD T cells following α-synuclein stimulation by measuring CD69 by flow cytometry (Welch’s t-test, *P* = 0.027; Fig. S9D).

To identify patient-specific antigenic α-synuclein peptides, we selected two PD patients who exhibited appreciable increases in T cell activation by the α-synuclein peptide pool (Fig. S9E). We then measured T cell activation in these subjects using individual α-synuclein peptides. This strategy revealed activation of T cells by the peptide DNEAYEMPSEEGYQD containing a phosphorylated serine residue at amino acid position 129 (Fig. 5A and B). HLA-DR^+^CD38^+^CD4^+^ T cells upregulated CXCR4 in response to peptide stimulation (Fig. 5C). To determine transcriptional changes induced by this peptide, we sorted activated T cells from unstimulated and stimulated PBMCs (Fig. S10A). We then performed scRNAseq on HLA-DR^+^CD38^+^ T cells to interpret transcriptomic alterations (Data S4). Stimulated T cells had increased expression of *Actin Gamma 1* (*ACTG1*) and *Actin Beta* (*ACTB*) (Fig. 5D), which regulate cytoskeletal control of antigen-dependent T cell activation (20). We also noted increased expression of *Marker Of Proliferation Ki-67*, suggesting increased proliferation of stimulated T cells (Fig. 5D).

### Th17 cell involvement in the degeneration of neurons in LBD

Notably, we also detected higher expression of *Interleukin 17A* (*IL17A)* in cells stimulated with α-synuclein (Fig. 5D). *IL17A* encodes the pro-inflammatory cytokine IL-17, which is secreted by Th17 cells (21). To determine whether *IL17A*-expressing cells were clonally expanded, we performed scTCRseq on stimulated and unstimulated cells. This revealed clonal populations from stimulated cells of both patients (Fig. S10B). We then plotted *IL17A* expression by tSNE and identified clonally expanded TCRs (clonotypes) from each subject (Fig. 5E). *IL17A*-expressing cells co-expressed *CD4* and some clonotypes also expressed the Th17-associated cytokine gene *Interleukin 22* (*IL22*; Fig. S10C). We confirmed the presence of CD4^+^IL-17A^+^ T cells in the PDD substantia nigra, which were adjacent to TH^+^IL-17A^+^ neurons (Fig. 5F). We also detected higher levels of IL-17A immunoreactivity in LBD brains (Welch’s t-test, *P* = 0.007; Fig. 5G). Public datasets revealed lack of *IL17A* RNA expression in the brain, yet the gene encoding the IL17A receptor, *IL17RA*, was highly expressed in the midbrain (Fig. S11A), suggesting an external source of IL17A protein in neurons. Public histology data indicated an age-dependent accumulation of IL17A in neurons (Fig. S11B). Finally, to confirm IL17A antibody specificity, we pre-incubated antibodies with recombinant IL-17A, which ablated IL-17A immunoreactivity (Fig. S11C).

## Discussion

In conclusion, these results implicate Th17 cell involvement in the degeneration of neurons in LBD. Notably, CXCR4 regulates cell migration (22), and antagonism of CXCR4 modulates the pathogenicity of Th17 cells (23). Thus, our investigation of intrathecal immunity uncovered the CXCR4-CXCL12 signaling axis as a potential therapeutic target for LBD. Several CXCR4 antagonists are currently approved for clinical use to treat a wide variety of diseases (24–30). Given the safety, bioavailability and tolerability of CXCR4 antagonists (26), these drugs could be utilized to inhibit trafficking of pathological Th17 cells into the LBD brain. Finally, we identified an antigenic α-synuclein epitope that promoted expression of *IL17A*, a pro-inflammatory cytokine involved in autoimmune diseases (21). In animal models of neurodegenerative disease, Th17 cells play a direct role in neuronal loss (31, 32). Moreover, human Th17 cells have been shown to promote blood-brain barrier disruption and central nervous system inflammation via IL-17A (33). Thus, our study provides a mechanism for Th17 cell-mediated dopaminergic cell death via secretion of inflammatory IL-17A, thereby implicating autoimmunity in LBD (Fig. S12).

## Supplementary Material

Supplementary Material

Data S3

Data S2

Data S1

Data S4

## Figures and Tables

**Fig. 1.**
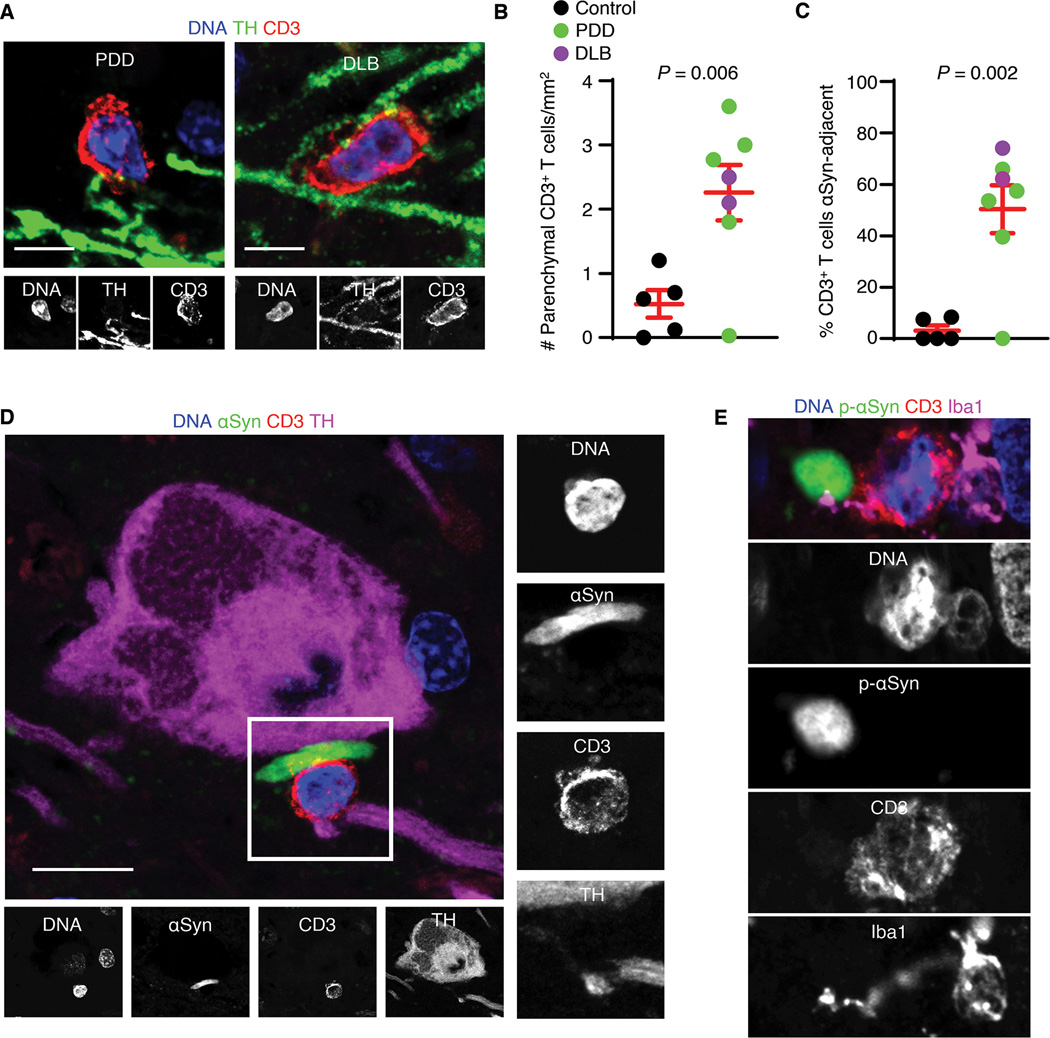
T cells localize to dopaminergic neurons and α-synuclein deposits in the LBD brain. (A) Confocal images of parenchymal CD3^+^ T cells adjacent to TH^+^ neuronal processes in PDD and DLB substantia nigra. Scale bars = 10 μm. CD3^+^ T cells were detected in 6/7 LBD brains analyzed. (B) Quantification of parenchymal CD3^+^ T cells reveals higher numbers of T cells in LBD vs. healthy substantia nigra. Data are mean ± SEM. (C) Quantification of percent parenchymal CD3^+^ T cells adjacent to α-synuclein deposits in LBD brains. Cells determined to be adjacent to α-synuclein deposits were within 5μm distance. Data are mean ± SEM. (D) Confocal image of PDD substantia nigra showing a CD3^+^ T cell in close proximity to an α-synuclein^+^ Lewy neurite. Scale bar = 10 μm. Similar results were observed in 6/7 LBD brains. (E) An Iba1^+^ innate immune cell in the PDD substantia nigra. Note the Iba1^+^ process appearing to contact the CD3^+^ T cell and α-synuclein^+^ Lewy body in PDD. Scale bar = 5 μm. Similar results were observed in 6/7 LBD brains.

**Fig. 2.**
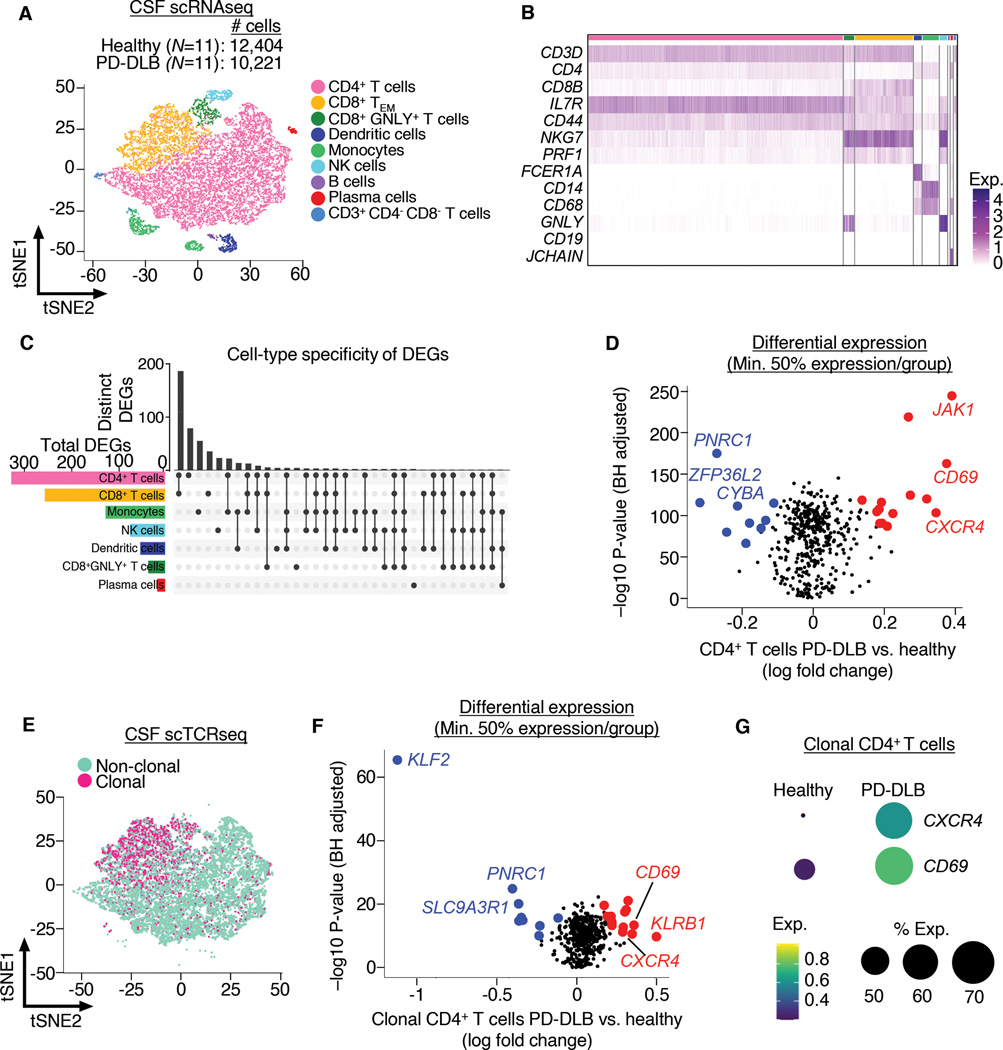
Upregulated *CXCR4* demarks CD4^+^ T cells in PD-DLB. (A) scRNAseq of CSF cells shows clusters of various types of immune cells by tSNE. (B) Marker expression of CSF immune cells used to classify clusters. (C) UpSet plot showing cell-type specific analysis of differentially expressed genes of PD-DLB vs. healthy CSF immune cells indicating the highest number of differentially expressed genes in CD4^+^ T cells. (D) Volcano plot showing differentially expressed genes of CD4^+^ T cells from LBD vs. healthy CSF. Note the increased expression of *CXCR4* in LBD. (E) scTCRseq of CSF immune cells showing clonal vs. non-clonal T cells plotted by tSNE. (F) Volcano plot of differential expression analysis of clonal CD4^+^ T cells showing increased expression of *CD69*, *KLRB1* and *CXCR4* in PD-DLB vs. healthy CSF. (G) Dot plot showing higher levels of *CXCR4* and *CD69* in PD-DLB vs. healthy CSF clonal CD4^+^ T cells.

**Fig. 3.**
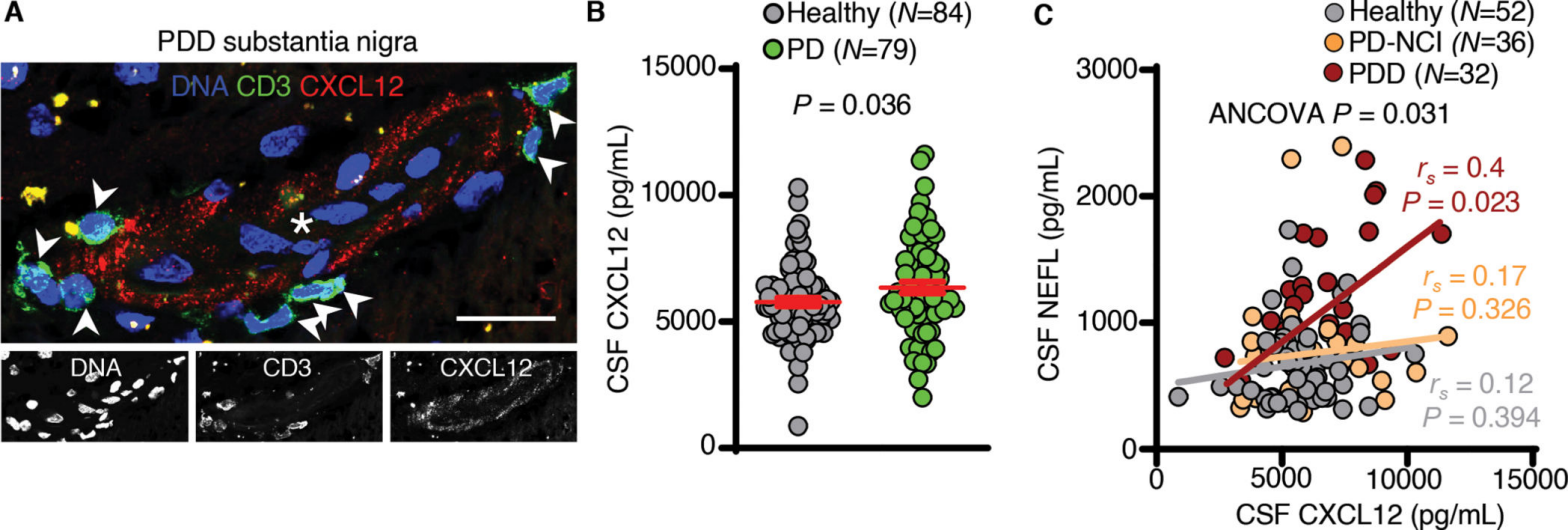
CXCL12 is associated with neurodegeneration in LBD. (A) A PDD substantia nigra brain blood vessel showing localization of CXCL12 to the cerebral vasculature. Arrowheads indicate CD3^+^ T cells in the perivascular space. Asterisk indicates blood vessel lumen. Scale bar = 50 μm. Similar results were observed in 7/7 LBD brains. (B) Single molecule array measurement of CXCL12 indicating higher levels in PD vs. healthy CSF. Data are mean ± SEM. (C) Regression analysis correlating CSF CXCL12 and NEFL levels in healthy, PD-NCI and PDD. Note the significant correlation of CXCL12 and NEFL in PDD but not PD-NCI or healthy CSF.

**Fig. 4.**
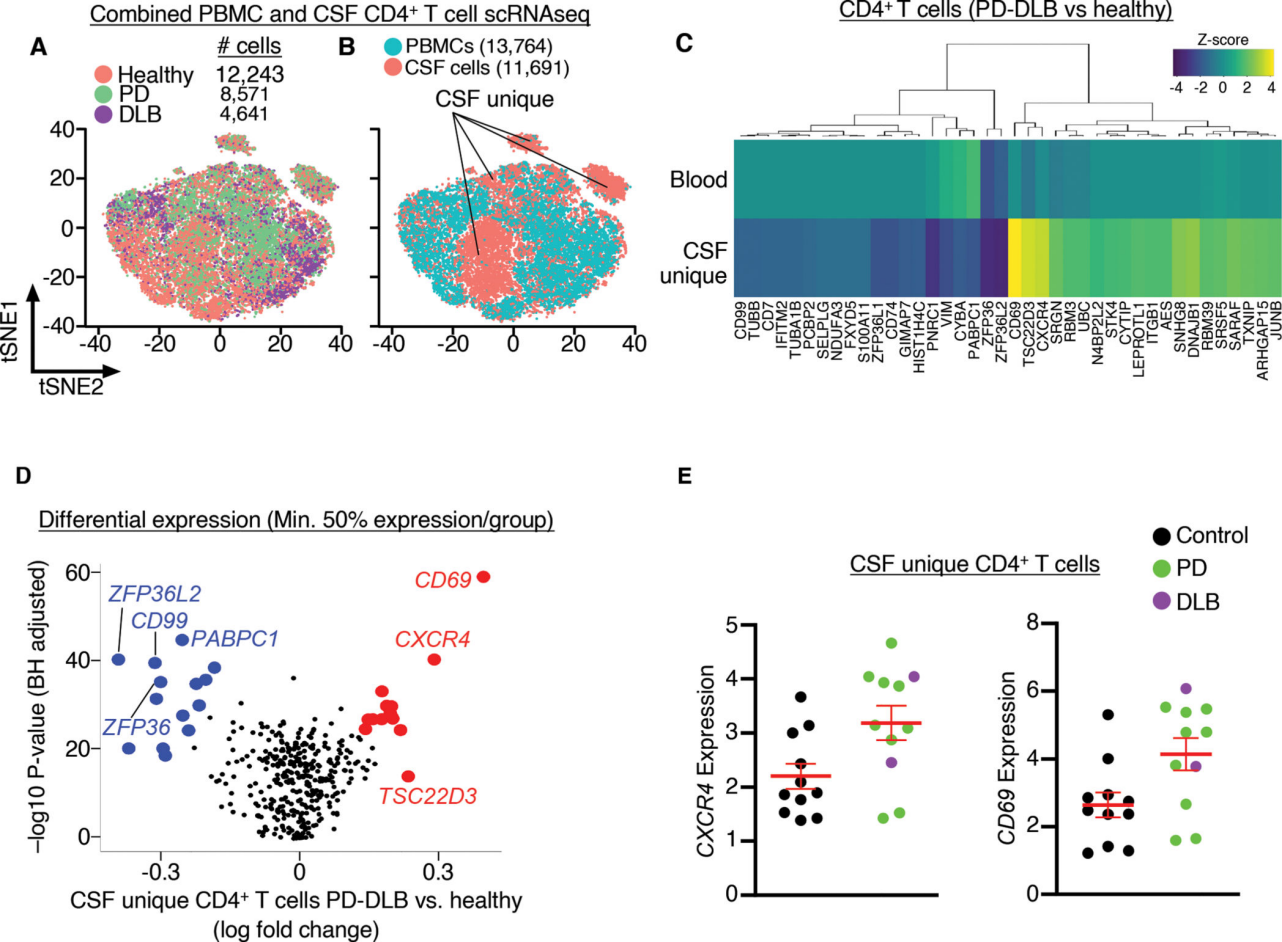
CXCR4 demarks CD4^+^ T cells that are unique to the CSF in LBD. (A) tSNE plot showing overlayed distribution of peripheral versus CSF CD4^+^ T cells from healthy, PD and DLB subjects. (B) tSNE plot showing clusters of CD4^+^ T cells that are unique to the CSF. (C) Hierarchical clustering of standardized z-scores comparing PD-DLB to healthy CD4^+^ T cells from PBMCs and CSF. Note the clustering of genes *CXCR4*, *CD69* and *TSC22D3* that demark CSF unique CD4^+^ T cells. (D) Volcano plot showing differential expression analysis comparing PD-DLB to healthy CSF unique CD4^+^ T cells. (E) Quantification of individual subjects’ *CXCR4* and *CD69* expression of PD-DLB versus healthy CSF unique CD4^+^ T cells showing higher expression of each gene in PD-DLB. Data are mean ± SEM.

**Fig. 5.**
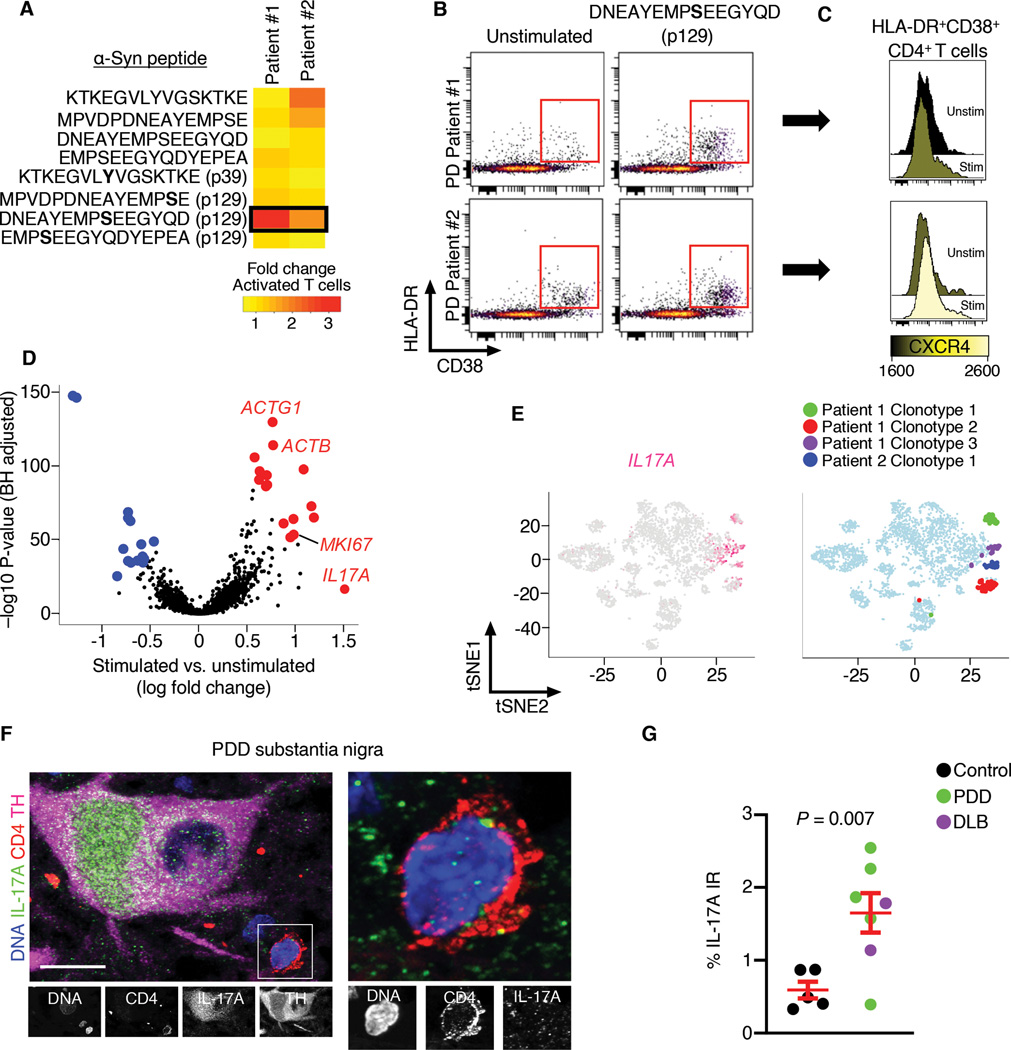
Stimulation of LBD T cells with α-synuclein promotes *IL-17A* expression. (A) Heatmap showing fold change of T cell activation (% HLA-DR^+^CD38^+^ CD3^+^ T cells) between unstimulated and stimulated PBMCs. Cells were incubated with α-synuclein peptides known to be antigenic. Note that peptide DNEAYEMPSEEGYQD (p129) increased T cell activation in patients #1 and #2. (B) Flow cytometry plots of unstimulated and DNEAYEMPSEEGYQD (p129)-stimulated cells showing increased T cell activation (% HLA-DR^+^CD38^+^ CD3^+^ T cells) by the α-synuclein peptide. (C) Histograms showing increased expression of CXCR4 in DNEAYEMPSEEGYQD (p129)-stimulated HLA-DR^+^CD38^+^CD4^+^ T cells in both patients by flow cytometry. (D) Differential expression analysis of stimulated vs. unstimulated HLA-DR^+^CD38^+^CD3^+^ T cells shows increased expression of antigen-dependent T cell activation genes *ACTG1* and *ACTB*, the proliferative gene *MKI67*, and the pro-inflammatory cytokine *IL17A*. (E) tSNE plots indicating overlap of cells expressing *IL17A* and clonally expanded T cells (clonotypes) from both patients. (F) Confocal images of control (non-neurologic disease) and PDD post-mortem brains showing CD4^+^IL-17A^+^ T cells adjacent to an IL-17A^+^TH^+^ neuron in the PDD substantia nigra. Scale bar = 10 μm. (G) Quantification of IL-17A immunoreactivity (IR) in the substantia nigra of control and LBD brains showing increased IL-17A in LBD. Similar results were observed in 6/7 LBD brains. Data are mean ± SEM.

# Supplementary material for: CD4+ T cells contribute to neurodegeneration in Lewy body dementia
**Source:** Science. Author manuscript; Available in PMC 2022 May 20.
**Supplement:** Supplementary Material

Supplementary Materials for

CD4^+^ T cells contribute to neurodegeneration in Lewy body dementia

David Gate, Emma Tapp, Olivia Leventhal, Marian Shahid, Tim J. Nonninger, Andrew C. Yang, Katharina Strempfl, Michael S. Unger, Tobias Fehlmann, Hamilton Oh, Divya Channappa, Victor W. Henderson, Andreas Keller, Ludwig Aigner, Douglas R. Galasko, Mark M. Davis, Kathleen L. Poston, Tony Wyss-Coray

**This PDF file includes:**

Materials and Methods

Figs. S1 to S12

Table S1

Captions for Data S1 to S4

**Other Supplementary Materials for this manuscript include the following:**

Data S1 to S4

Data S1- Study Subjects and Biomarker Data

Data S2- CSF Immune Cell Differential Expression

Data S3- CSF Clonal CD4 T Cell Differential Expression

Data S4- Alpha Synuclein Stimulation Differential Expression

Materials and Methods

Study Participants and Biomarkers

Samples were acquired through the NIA funded Stanford Alzheimer’s Disease Research Center (ADRC) and the University of California San Diego ADRC. Collection of brain tissue, PBMCs and CSF was approved by the Institutional Review Board of each university, and written consent was obtained from all participants. A total of 310 participants were used in this study. Diagnostic group was determined during clinical consensus meeting after each participant completed a formal neurological and motor examination, comprehensive neuropsychological battery and clinical history by a licensed neurologist. All participants were adjudicated as PD, DLB or healthy based on published criteria. For PD, we used the UK PD Brain Bank Criteria (*34*). For DLB, we used the 4^th^ Consensus report for DLB Diagnostic Criteria (*35*). Cognitively impaired PDD participants were determined to have mild cognitive impairment (*36*) or dementia (*37*) based on published criteria. All participants were free from acute infectious diseases and in good physical condition. Group characteristics, including demographic, clinical and biomarker data for each participant are presented in Table S1 and Data S1. Biomarkers I included CXCL12 and α-synuclein. Biomarkers II included UCHL1, tau, phosphorylated tau, NEFL, Aβ_40_ and Aβ_42_. Biomarkers were measured using Simoa technology by Quanterix.

Tissue Collection

PBMCs were isolated from blood by layering diluted blood (1:1 in PBS) on top of an equal volume of Ficoll, followed by centrifugation and isolation of the buffy coat. CSF was collected by lumbar puncture, then centrifuged at 300G to pellet immune cells. CSF samples were checked for blood contamination by resuspending the pelleted cells in 100 μl of CSF and mixing 10 μl (10%) CSF with 10 μl trypan blue to assess red blood cell content and viability. Cells were visualized on a TC20 automated cell counter (BioRad) and cell viability and presence/absence of red blood cells was recorded. CSF samples contaminated with blood were not used in the study. The resuspended cells were then mixed with 900 μl Recovery Cell Culture Freezing Medium (Thermo Fisher). All samples were frozen overnight at -80°C in a Mr. Frosty freezing container (Thermo Fisher) and transferred the following day to liquid nitrogen for storage.

Immunohistochemistry and confocal microscopy of human tissues

Paraffin-embedded brain tissues of the substantia nigra or meninges were sectioned at 5μm thickness. Deparaffinization was achieved by washing slides through a series of xylenes and decreasing concentrations of ethanol. Tissue sections were then subjected to antigen retrieval using citrate buffer, pH 6.0 (Sigma-Aldrich) at 95° C for 30 min. Following rinsing with PBS, sections were incubated in blocking buffer containing PBS with 10% normal donkey serum and 0.03% Triton-X (Sigma-Aldrich) for 2 hours at room temperature. Slides were then incubated with primary antibody in blocking buffer overnight at 4 °C. The following day, slides were rinsed with PBS then incubated in appropriate Alexa Fluor secondary antibodies (Thermo Fisher). Sections were then rinsed and stained with Hoechst DNA dye (Thermo Fisher) prior to being coverslipped with ProLong mounting medium (Invitrogen). Primary antibodies included rat anti-human CD3 (Abcam; ab11081; RRID:AB_2889189), rabbit anti-CD3 (Cell Signaling; 85061S; RRID:AB_2721019), chicken anti-TH (Millipore; AB9702; RRID:AB_570923), rabbit anti-TH (Millipore; AB152; RRID:AB_390204), goat anti-α-synuclein (R&D Systems; AF1338; RRID:AB_2192798), rabbit anti-α-synuclein (p129) (Abcam; ab51253; RRID:AB_869973), rabbit anti-vGLUT1 (Millipore; ABN1647; RRID:AB_2814811), mouse anti-CXCR4 (R&D Systems; MAB172; RRID:AB_2089399), rabbit anti-CXCL12 (Cell Signaling; 97958S), mouse anti-CD31 (Sigma; P8590; RRID:AB_2800294), goat anti-Iba1 (Wako; 019-19741; RRID:AB_839504), mouse anti-KLRB1 (Thermo Fisher; CF809736; RRID:n/a), mouse anti-CD4 (Bio-Rad; MCA1267; RRID:AB_321275), rabbit anti-IL17A (Abcam; ab79056; RRID:AB_1603584). The LSM880 confocal laser scanning microscope (Zeiss) was used to acquire images using 40x and 63x objectives. For all Z-stacks, images were acquired using optical sectioning then combined into maximum intensity projections. For quantitative histology, plot sampling was conducted on the substantia nigra by drawing a rectangular area of approximately 2mm^2^ that encompassed TH^+^ dopaminergic neurons. Three separate sections were sampled using a 40x objective. CD3^+^ T cells were then manually counted by a blinded observer in ZEN 2 Blue Edition (Zeiss). For IL-17A IR quantification, ImageJ was used to quantify positive pixels as a percentage of total image area. To verify IL-17A antibody specificity, antibody cocktails were pre-incubated with 1 µg of recombinant IL-17A (Abcam) on an orbital shaker for 1 h at room temperature prior to immunostaining.

Three-dimensional (3D) reconstruction of confocal images

Confocal image stacks were reconstructed in 3D using Imaris BitPlane v8.1.2. Each fluorescent channel was separately reconstructed using the intensity-based 3D segmentation and visualization Surface feature. Intensity thresholds for segmentation were set to match fluorescent intensities of each respective channel. Low intensity background fluorescence was filtered using the Absolute Intensity feature. After merging all channels, visualization of surfaces was performed by rotating the 3D image at a 45° angle.

Animals

Wild-type C57BL/6J and Thy1-αSyn (also known as Line 61) mice expressing human α-synuclein under the Thy1 promoter (*38, 39*) were used. The animals were housed in the American Association for Accreditation of Laboratory Animal Care-accredited animal facility of QPS Austria. Animals were housed in ventilated cages under standard conditions at a temperature of 24 °C and a 12 h light/dark cycle with ad libitum access to standard food and water. Nine male mice aged 1–6 months were analyzed per group. Animals were housed with standardized rodent bedding. The well-being of each mouse was monitored regularly. The breeding and use of Thy1-αSyn animals at QPS was approved by local ethical committees.

Animal tissue processing

Tissue was collected from 1-, 3- and 6-month-old Thy1-αSyn and wild-type mice. After deep anesthetization by intraperitoneal injection of pentobarbital, the thorax was opened and mice were transcardially perfused with 0.9% saline through the left ventricle. The brain was extracted and the hemispheres were divided at the midline. The right hemisphere was immersion-fixed in 4% paraformaldehyde in 0.1 M phosphate buffer for 2 hours at room temperature and cryoprotected overnight in 15% sucrose. Subsequently, the hemispheres were embedded in tissue freezing medium (Leica Biosystems) in cryomolds, snap-frozen in dry ice-cooled isopentane and stored at -80°C until sectioning. The hemispheres were cryosectioned in 10 µm thick sagittal slices on a Leica CM1950 cryostat, mounted on adhesive microscope slides (Leica Biosystems) and stored at -20°C until further analysis.

Immunohistochemistry and microscopy of animal tissue

Three Thy1-αSyn and three wild-type mice of three different age groups, respectively (total n = 18) were selected for immunohistochemical analysis. Of each animal, three sections of different systematically chosen brain levels were fluorescently immunolabeled according to the following protocol: cryosections were air-dried, washed for 10 minutes in PBS and blocked in 10% normal donkey serum/0.1% Triton/PBS for 1 hr at room temperature. Blocked sections were then washed 3 X 5 minutes in PBS, then incubated at 4 °C overnight in 1% normal donkey serum/PBS containing the primary antibodies: rabbit anti-mouse CD3 (Abcam; ab5690; RRID:AB_305055), rat anti-human α-synuclein (Enzo Life Sciences; ALX-804-258; RRID:AB_2270759) and sheep anti-mouse TH (Novus Biological; NB300-110, RRID:AB_10002491). The following day, sections were washed 3 X 5 min in PBS and incubated for 1 hr at room temperature in 1% normal donkey serum/PBS with the secondary antibodies: donkey anti-rabbit Alexa Fluor 555 (1:500, Abcam), donkey anti-rat Alexa Fluor 647 (1:500, Jackson Immunoresearch) and donkey anti-goat Alexa Fluor 750 (1:500, Abcam). After washing 3 X 5 minutes with PBS, nuclei were stained with DAPI (AppliChem) for 15 minutes, then sections were washed 2 X 5 minutes in PBS and an additional 5 min in aqua bidest (Fresenius) and finally covered with cover slips using Mowiol mounting medium. To assess specificity of the secondary antibodies, the experiment included an additional cryosection on which all primary antibodies were omitted. Mosaic whole slide images of the labeled sections were captured at 10x magnification using the ZEISS Axio Scan.Z1 slide scanner equipped with the ZEISS Axiocam 506 mono and a Hitachi 3CCD HV-F202SCL camera and the ZEISS ZEN 2.3 software. Uniform imaging settings were used for all samples.

Quantitative image analysis

Quantitative analyses of α-synuclein load and CD3^+^ T cells was performed with the Image-Pro 10 (Media Cybernetics). Whole hemisphere sections were defined as regions of interest (ROIs) through individual delineation, while excluding confounding factors such as air bubbles, folds or large artifacts. Thresholds and morphological filters were set to automatically detect immunoreactive objects in both the human α-synuclein and the CD3 channel of 3-5 images. To avoid the inclusion of erroneously recognized CD3^+^ objects (e.g. small artifacts that matched the threshold parameters) in the further evaluation, all automatically detected objects were manually rescreened and rejected, if necessary. Human α-synuclein and CD3^+^ object densities were calculated by normalizing the number of objects to the corresponding ROI size. Statistical analysis was performed with Prism v8.4.3 (GraphPad).

Flow cytometry

Flow cytometry was conducted using an LSRFortessa (BD Biosciences). A panel consisting of antibodies conjugated to four different fluorophores was used to quantify or sort activated T cells. Antibodies used were: CD3 BV650 (BD Biosciences), CD38 PE (Biolegend), CD69 FITC (Biolegend) and HLA-DR APC-Cy7 (Biolegend). For sorting, SYTOX Blue dead cell dye (Thermo Fisher) was used to sort live cells. For each experiment, a compensation matrix was developed using singly stained and unstained controls or fluorescent beads, and all analysis was conducted in Cytobank.

Cell stimulation

PBMCs were thawed and plated at a density of 1x10^6^ cells per well in a 24 well plate. Media consisted of RPMI with 5% human AB serum (Sigma Aldrich) and 1X penicillin-streptomycin. After overnight incubation at 37°C with 20 U/mL interleukin-2, cells were stimulated either with a pool of α-synuclein peptides or single peptides. Peptides were synthesized by JPT Peptides and had >90% purity by high performance liquid chromatography. Lyophilized peptides were resuspended at 1 µg/µl in phosphate buffered saline. Peptides were added to PBMCs at 1:100 dilution in 250 μl of media (final concentration 2.5 µg/mL). Unstimulated cells received an equal volume of phosphate buffered saline. Cells were then incubated an additional 6 days before performing intracellular flow cytometry analysis. 100 µl of media and Interleukin-2 (20 U/mL) were added every two days to maintain cell viability.

Drop-seq of CSF cells

For scRNAseq of CSF cells, FASTQ files from a NovaSeq 6000 (Illumina) were generated by Novogene. For CSF scTCRseq, base call files from a NextSeq550 Sequencer (Illumina) were generated in house. Single cell V(D)J and 5’ gene expression analysis (10X Genomics) was used for scTCRseq. Cellranger version 3.0.2 was used to generate gene expression matrices. The cellranger mkfastq pipeline generated FASTQ files for both the 5’ expression libraries and the V(D)J libraries. Reads from the 10x v2 5’ paired library were mapped to human genome GRCh38 3.0.0. Reads from the 10x V(D)J kit were mapped to the vdj-GRCh38 alts ensemble 2.0.0 available from 10X Genomics. The 5’ gene expression libraries were then analyzed with cellranger count pipeline and the resulting expression matrix was used for further analysis in the ‘Seurat’ package v3.0. The V(D)J FASTQ files were analyzed with the cellranger vdj pipeline, which produced single cell V(D)J sequences and determined clonotypes. Clonotypes were determined by grouping of cell barcodes that shared the same set of productive CDR3 nucleotide sequences. The sequences of all contigs from all cells within a clonotype were then assembled to produce a clonotype consensus sequence. Clonality was integrated into the Seurat gene expression analysis by adding clonality information to the metadata.

Clustering of CSF cells

Individual sample expression matrices were loaded into R using the function Read10x under the ‘Seurat’ package v1.2-15. The expression matrix for each sample was merged into one Seurat object using the CreateSeuratObject and MergeSeurat functions. Seurat package v3.0 was utilized for filtering, variable gene selection, normalization, scaling, dimensionality reduction, clustering and visualization. For CSF cells, genes were excluded if they were expressed in less than 10 cells and cells were excluded if they expressed fewer than 200 genes. Cells expressing more than 2500 genes, more than 10,000 unique molecular identifiers (UMIs), and more than 10% mitochondrial genes were excluded. Regularized negative binomial regression using the sctransform normalization method was used to normalize, scale, select variable genes and regress out sequencing and experimental batch, mitochondrial mapping percentage, and the number of UMIs. Following PCA, principle components were selected for clustering the cells

PBMC preparation

Vials of frozen PBMCs were rapidly thawed in a 37°C water bath for ~2 minutes. Vials were removed when a small ice crystal was left. Thawed PBMCs were quenched with 13 ml 37°C pre-warmed 1X PBS supplemented with 10% fetal bovine serum (FBS). Cells were centrifuged at 300 x g for 10 minutes at room temperature. The supernatant was removed, and cell pellet was resuspended in 3 ml 1X PBS containing 10% FBS, passed through a 40μm cell strainer, then centrifuged at 300 x g for 10 minutes at room temperature. Dead cells were removed by magnetic beads purification (Miltenyi Biotech) according to the manufacturer’s protocol. Cells were resuspended with cell resuspension buffer at a concentration of 1,000 viable cells/μl.

PBMC scRNAseq

The DNBelab C Series Single-Cell Library Prep Set (MGI) was utilized. In brief, single-cell suspensions were used for droplet generation, emulsion breakage, bead collection, reverse transcription, and cDNA amplification to generate barcoded libraries. Indexed scRNAseq libraries were constructed according to the manufacturer’s protocol. DNA nanoball-based libraries were sequenced by the ultra-high-throughput DIPSEQ T1 sequencer at China National GeneBank. The read structure was paired-end with Read 1, covering 30 bases inclusive of 10-bp cell barcode 1, 10-bp cell barcode 2 and 10-bp unique molecular identifier (UMI), and Read 2 containing 100 bases of transcript sequence, 10-bp sample index.

PBMC scRNAseq data processing

Raw sequencing reads from DIPSEQ T1 sequencer were filtered and demultiplexed using PISA (version 0.2). Reads were aligned to hg38 genome using STAR (version 2.7.4a) and sorted by sambamba (version 0.7.0). Genes were annotated according to GENCODE 32. Cell versus gene UMI count matrix was generated with PISA.

Analysis of scRNAseq data

For differential expression analysis, markers for each cluster were determined by comparing the cells of each cluster to all other cells using the FindMarkers function in Seurat with the Model-based Analysis of Single Cell Transcriptomics (MAST) algorithm from the R package ‘MAST’ version 1.8.2. For all comparisons between groups and clusters, only genes expressed by at least 10 or 50% of cells were included. The R package ‘ggplot2’ version 3.1.0 was used to plot the results of the differential expression analysis, showing the average log fold change of each gene and the -log10 of the Benjamini-Hochberg (BH)-adjusted *P* value. Mitochondrial and ribosomal genes were filtered for volcano plots. For pathway analysis, the R package ‘topGO’ was used to perform pathway analysis on the top 500 genes identified from differential expression analysis (BH < 0.001) and with all genes in the dataset as background. Enriched ontology terms for biological processes were identified using Fisher’s exact test. Z-scores for each pathway were calculated using the R package ‘GOPlot’.

Statistical Methods

All statistical analyses were performed using Prism. All values are expressed as the mean ± SEM. Differences in means between two groups were analyzed using unpaired two-sided heteroscedastic t-tests with Welch’s correction. For regression analyses, significance of the difference between datasets was measured by analysis of covariance. Differences in means among multiple data sets were analyzed using one- or two-way analysis of variance (ANOVA). When ANOVA showed significant differences, pair-wise comparisons between means were tested by Tukey’s multiple comparisons test. For scRNAseq analyses, we corrected for multiple comparisons and report adjusted *P* values using Benjamini-Hochberg correction. For pathway analyses, Fisher’s exact test was used with Bonferroni correction for multiple testing.

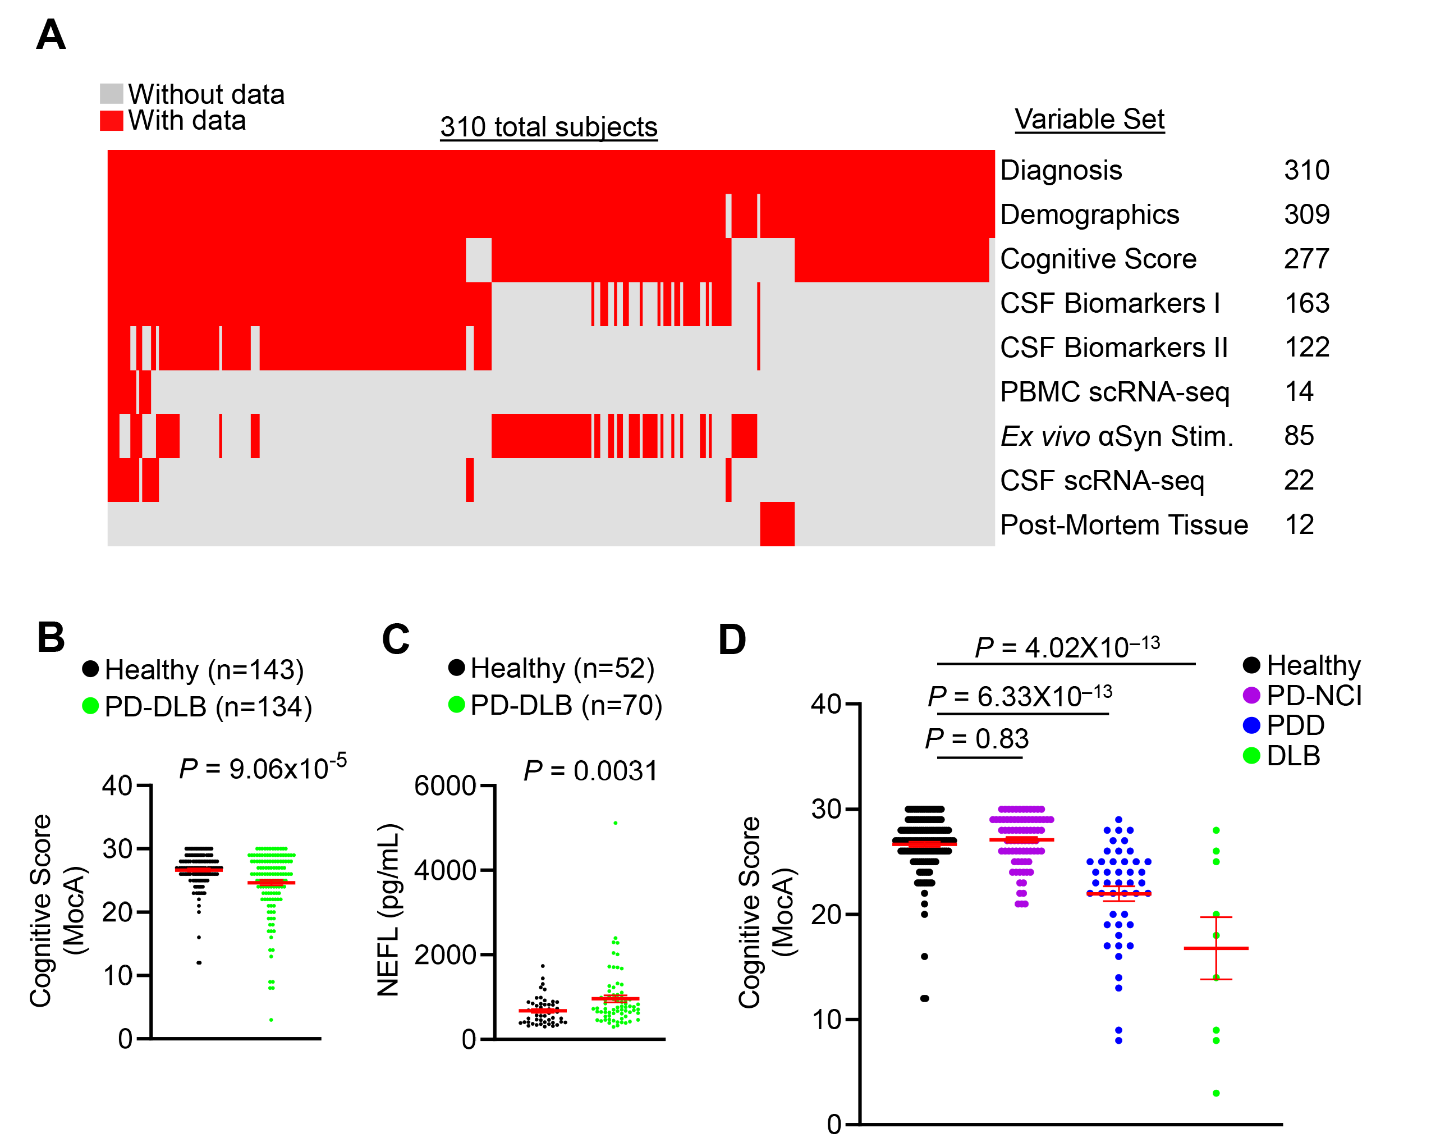

Fig. S1.

(A) Schematic depicting data collected for all 310 study subjects. (B) Cognitive measures of living study subjects shows significantly lower MoCA scores among PD-DLB subjects. (C) Levels of CSF NEFL protein showing significantly higher levels among PD-DLB subjects. (D) Parsing of study subjects into PD-NCI, PDD and DLB shows lower MoCA scores among PDD and DLB subjects.

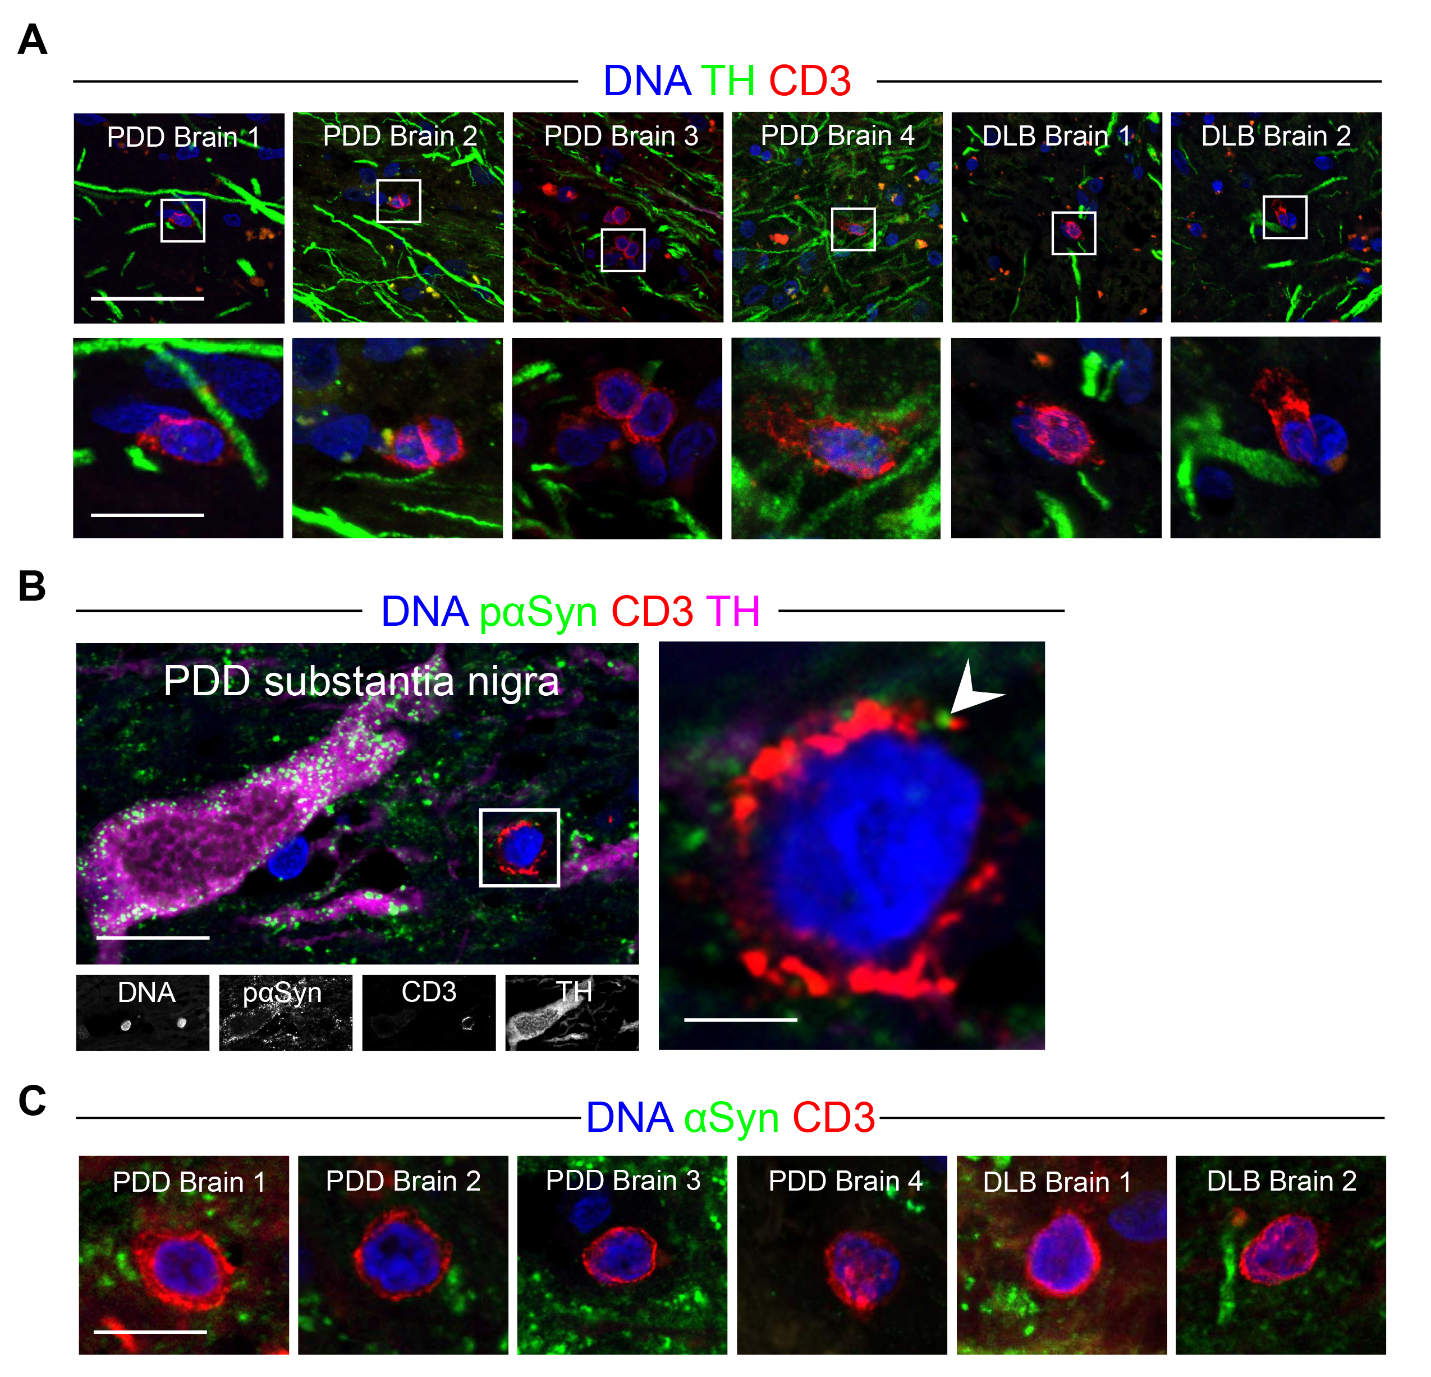

Fig. S2.

(A) Representative confocal images of CD3^+^ T cells in post-mortem PDD and DLB brains. Scale bar = 100 μm. Insets show CD3^+^ T cells adjacent to TH^+^ dopaminergic neuronal processes. Inset scale bar = 10 μm. (B) A TH^+^ dopaminergic neuron laden with α-synuclein with an adjacent CD3^+^ T cell in PDD substantia nigra. Scale bar = 10 μm. Inset shows α-synuclein in close proximity to CD3 (arrowhead). Inset scale bar = 2 μm. Similar results were observed in 6/7 LBD brains. (C) Representative CD3^+^ T cells adjacent to α-synuclein deposits in PDD and DLB brains. Scale bar = 10 μm.

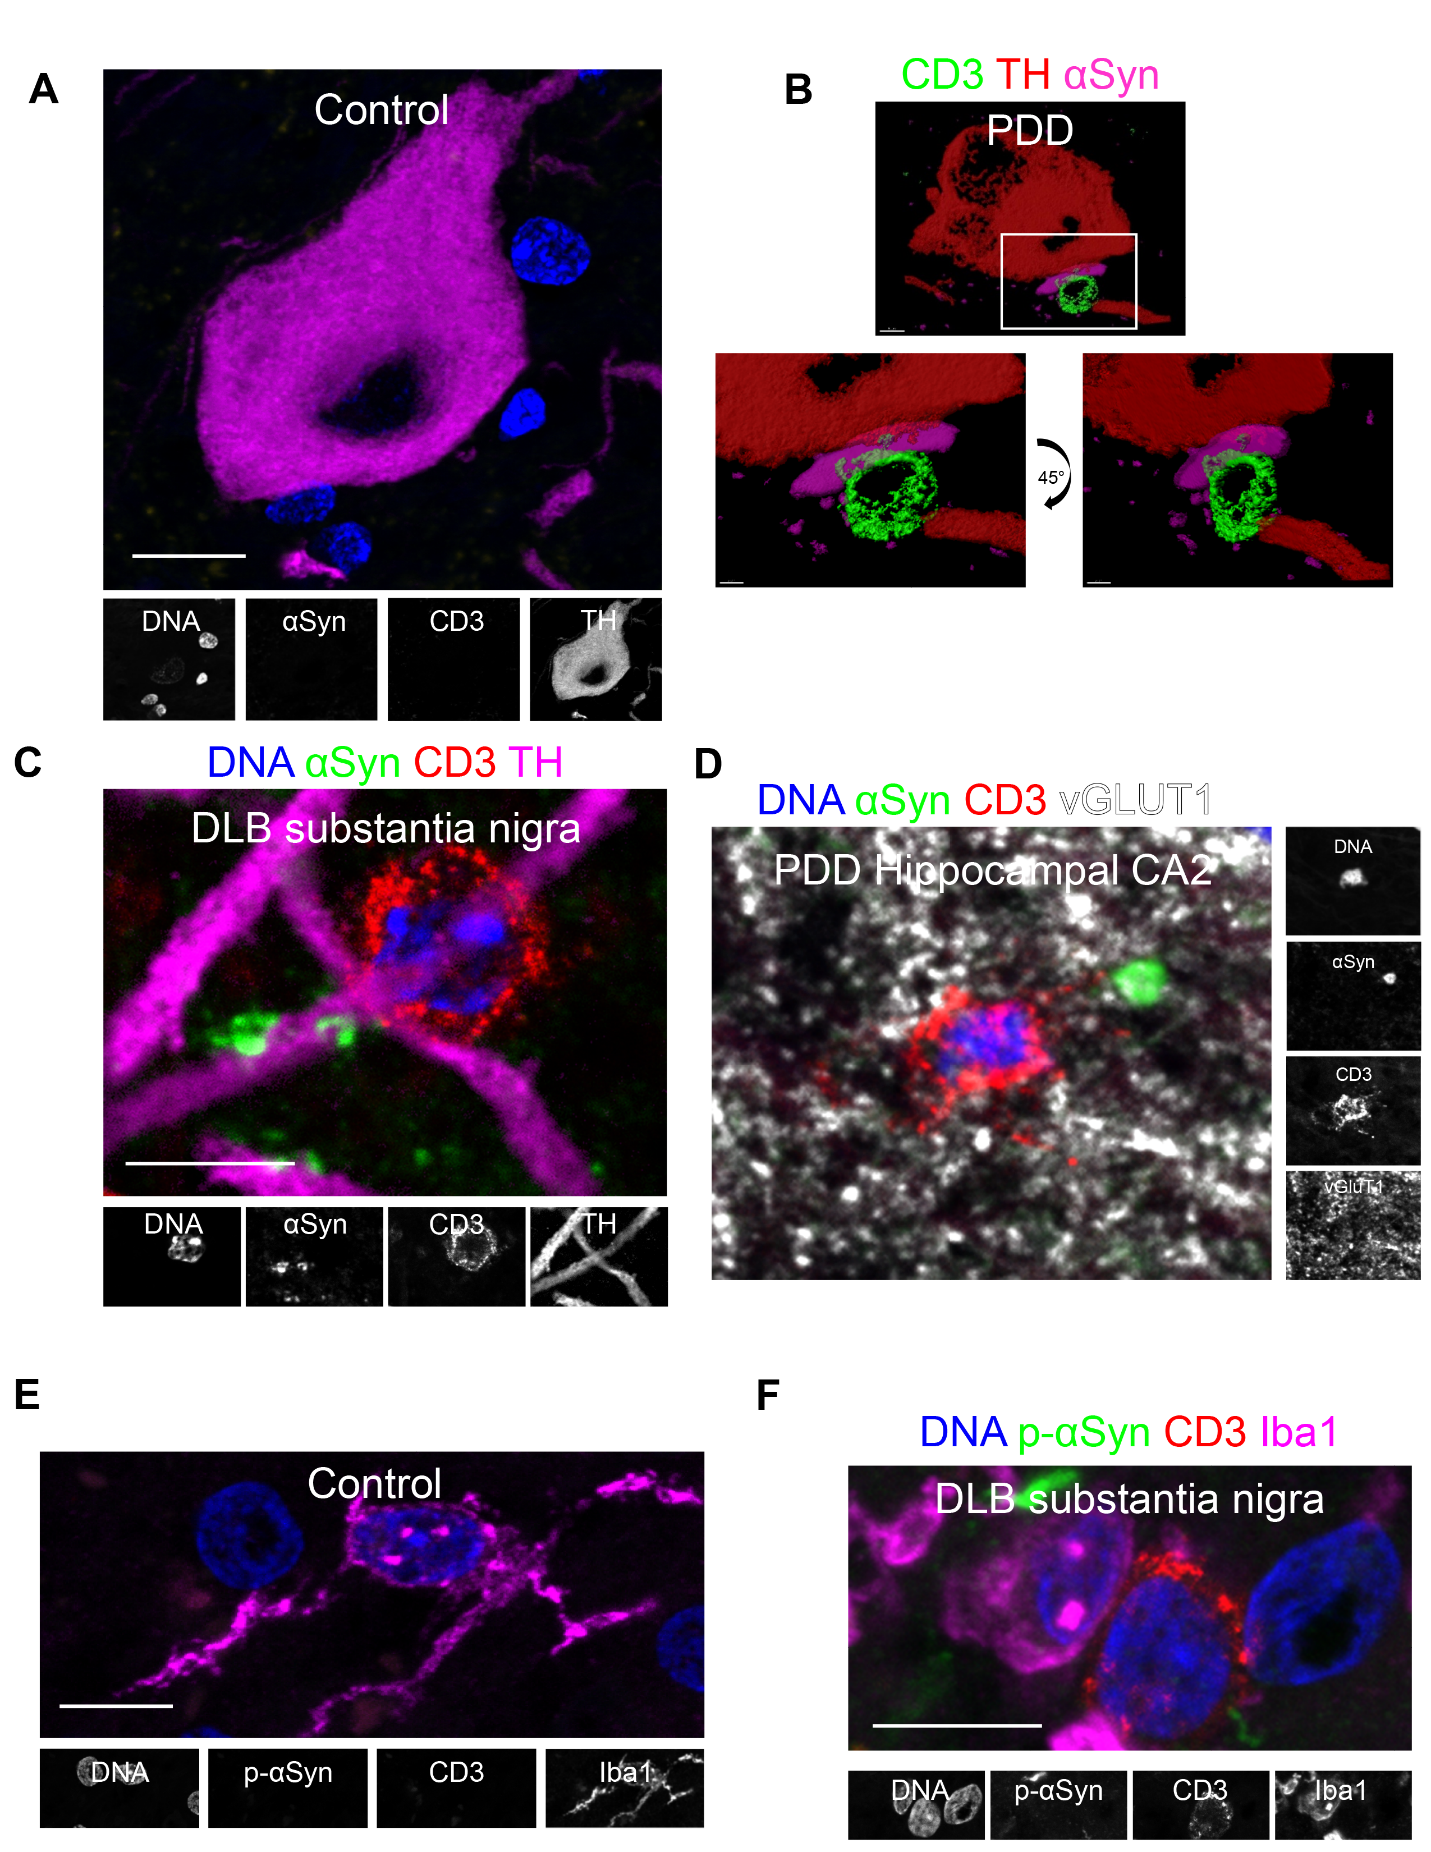

Fig. S3.

(A) Confocal image of a TH^+^ dopaminergic neuron in control (non-neurologic disease) substantia nigra (B) 3D reconstruction of the confocal image shown in Fig. 1D showing a CD3^+^ T cell extending filopodia-like extensions into an α-synuclein^+^ Lewy neurite in PDD substantia nigra. (C) Representative confocal image of a CD3^+^ T cell adjacent to a Lewy neurite in DLB substantia nigra. (D) Lewy body adjacent to vGLUT1^+^ glutamatergic neurons in the hippocampal CA2 region in PDD. Scale bar = 10 μm. Similar results were observed in 6/7 LBD brains. (E) Confocal image of an Iba1^+^ innate immune cell control (non-neurologic disease) substantia nigra (F) Representative confocal image of a CD3^+^ T cell bound to an Iba1^+^ innate immune cell adjacent to phosphorylated α-synuclein.

Fig. S4.

CD3^+^ T cells adjacent to α-synuclein deposits in the midbrain of Thy1-αSyn mice.

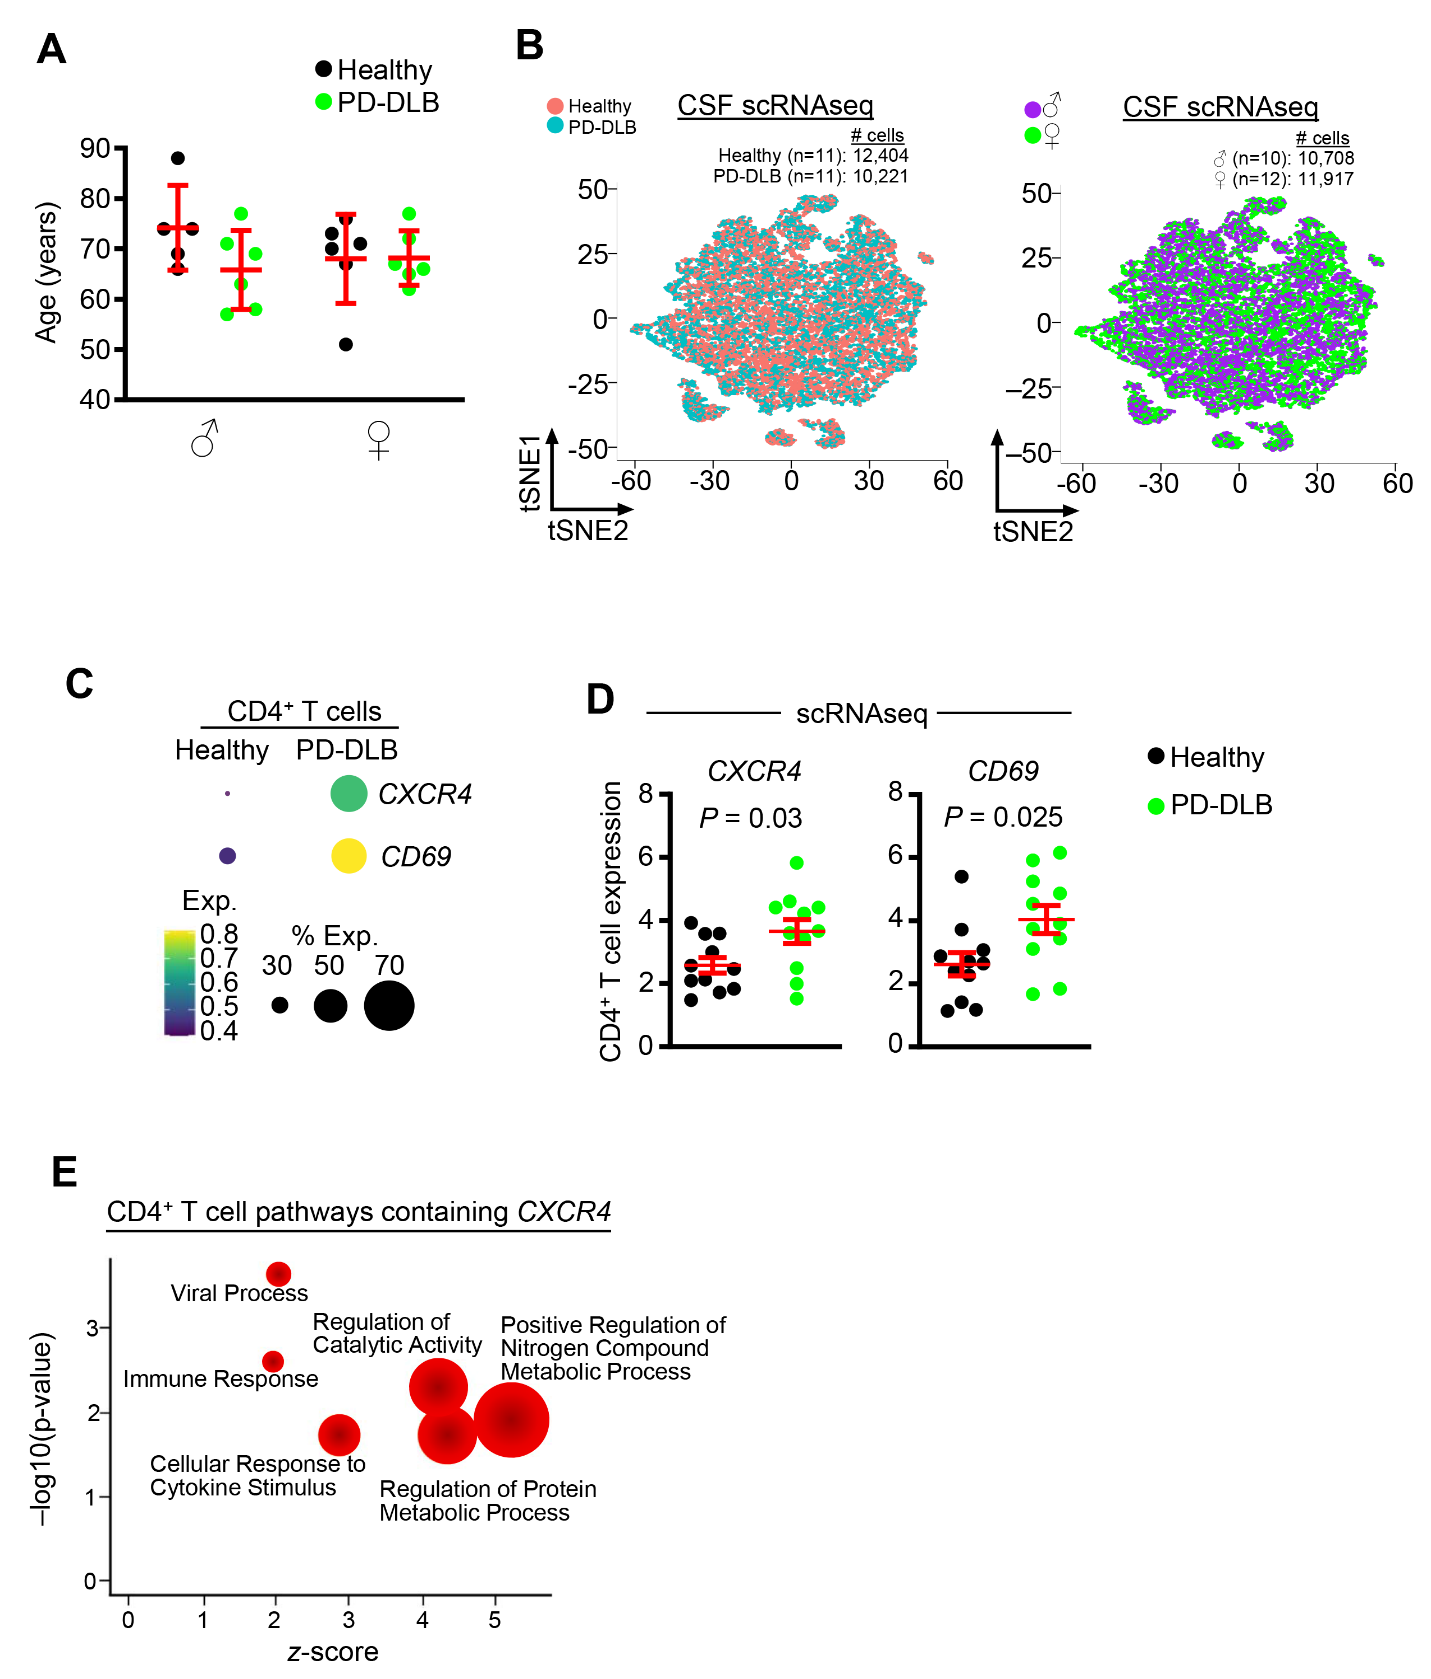

**Fig. S5.**

(A) Healthy and PD-DLB subjects were age- and sex-matched in scRNAseq experiments. (B) tSNE plots showing no impact of group or sex on scRNAseq cell clusters. (C) Dot plot showing increased expression of *CXCR4* and *CD69* in PD-DLB versus healthy CSF CD4^+^ T cells. (D) Analysis of individual subjects’ CSF CD4^+^ T cell CXCR4 and CD69 expression showing significantly higher levels in the PD-DLB group. (E) Pathway analysis of differentially expressed genes between healthy and PD-DLB CSF CD4^+^ T cells shows changes to metabolism and response to cytokine stimulus. Pathways containing *CXCR4* are shown.

How the deposited data were processed for this re-analysis (not part of the article)

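Single cells of CSF from 8 subjects were analysed, 2 healthy subjects and 6 subjects with PD or DLB. The authors had sequenced 10x Genomics 5′ libraries, counted UMIs per gene and cell with Cell Ranger against GRCh38, and deposited the counts per subject as whole numbers with no normalization. The methods do not list a doublet filter, and the deposited matrices still hold barcodes beyond the paper's limits on genes, UMIs and mitochondrial share, so these limits were applied here. The header of the matrices names Cell Ranger 3.1.0, and the paper's methods name an earlier release. Blood cells, T cell receptor sequences and 14 CSF subjects were not analysed here, and gene ontology terms were not used here. Groups and diagnoses were taken from the sample labels and the paper. Replicate numbers were given here only to tell subjects apart, and pair no samples.

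Every choice of test, alternative, marker gene and gene list was fixed before the data were examined, apart from those named here and in the closing section. Barcodes with fewer than 200 genes (11 barcodes), more than 2500 genes (392), more than 10000 UMIs (347) or more than 10% mitochondrial UMIs (1522) were left out, and some exceeded several limits. Of 8286 barcodes, 6347 were kept. Genes found in at least 10 kept cells were normalized with sctransform 0.4.2 in Seurat 5.3.0, with the mitochondrial share and the number of UMIs regressed out. Of 3000 variable genes, gene segments of T cell receptors and immunoglobulins were left out, a step that the paper's methods do not list. The rest entered 20 principal components, 20 neighbours and Louvain clustering at a resolution of 0.5. The percentages of cells with CD3D, CD4, CD8A or CD8B and GNLY that turn marker genes into names (70%, 30%, 25% and 25%) were set after the clusters had been seen. A named cluster had at least 3 markers of its type, each in at least 20% of its cells. Cell types rebuilt in this way can differ from the authors' own, and a difference from the study can come from that. Scrublet, run in scanpy 1.11.5 with 1 threshold for all subjects, marked 4.33% of cells as doublets. They were kept in the values reported, and left out as an alternative.

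UMI counts were summed per subject and type and compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test with robust dispersion, Benjamini-Hochberg threshold 0.05), with no covariate. A subject entered with at least 10 cells of the type. The standard errors given with edgeR's log2 fold changes were worked back from the test. Each is the absolute log2 fold change over the square root of the F statistic, and does not measure the spread between subjects directly. CPM for plots and permutation tests were TMM-normalized with a prior count of 2. Gene lists were tested with camera and fry in limma 3.58.1. Tests of a single value per subject were exact two-sided permutation tests over all 28 splits of the subjects, with scipy 1.17.1. For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs. The genes named in the text are those the paper names for CSF cells and, among genes past the threshold, the 5 higher and 5 lower ones with the largest change for which all PD-DLB subjects lay on the same side of both healthy subjects. Genes of the Y chromosome, XIST and TSIX, HLA genes and variable genes of immune receptors were counted and never named. Coordinates were read from GENCODE 44 on GRCh38 by gene identifier.

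Depth per cell was higher in all 6 PD-DLB subjects than in both healthy subjects, so that depth and group are confounded. Total depth also differed: healthy subject 2, with 976985 UMIs and 71 CD4+ T-like cells, is 1 of the 2 healthy subjects in every comparison. Thinned shares also vary from draw to draw, with an SD of up to 4.64 points for CD69 in a subject's CD4+ T-like cells. No pair of the 8 matrices matched within counting noise (chi-square per degree of freedom between 1.83 and 10.3 over 28 pairs), so each counted as a subject. The edgeR and DESeq2 1.42.0 steps were tested on counts simulated from the subjects' own means and library sizes. With 200 genes changed by 2 on the log2 scale, edgeR recovered 83.5% of them in CD4+ T-like cells (9989 genes), 75.0% in CD8+ TEM-like cells (7025 genes) and 73.5% in CD8+ GNLY+ T-like cells (4814 genes). With no gene changed it called 0, 2 and 0 genes. Smaller changes, such as the 0.42 of CXCR4 and the 0.52 of CD69 in CD4+ T-like cells, were not simulated.

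The alternatives were DESeq2, RLE size factors, no filter on low counts, only genes in at least 50% of CD4+ T-like cells, each subject left out in turn, no upper limits on cells, a mitochondrial limit of 5%, doublets left out, Leiden clustering (Python 3.11.15, resolution 0.8) in place of Louvain, CD4+ T cells chosen by their CD4 and CD3 transcripts, cells thinned before summing, depth as a covariate, CD4+ T-like cells drawn down to the numbers of other types, at least 30 cells per subject, other scales, thinning to 500 or 1500 UMIs, and fry or an estimated correlation for gene lists. Leaving out cells whose barcode also occurs in another subject was added after those barcodes had been seen, and the average over all possible thinnings was added after the results had been seen.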

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

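The tests of explanations in this part were chosen after the results were seen, apart from the test on other duplicated pairs of genes, which was written down before its result was known. The edgeR tests and their alternatives were planned.

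In PD subject 1, 35 of 171 cells (20.5%) were NK-like, against 1.51% to 5.35% in the other 5 PD-DLB subjects. The gap to the nearest of them was 0.798 of the whole range, above Dixon's 95% limit for 6 subjects. This subject was the only outlying one in 21 groups of 6 tested in this way, and chance gives about 1 in 20. Counting error was argued against: the exact 95% interval of the share, 14.7% to 27.3%, lies above the highest share of the others. Blood in the sample was argued against as well. All barcodes of PD subject 1 together held 0 UMIs of red cell and platelet genes, while healthy subject 1, with 9831 such UMIs, had 1.83% NK-like cells. The share was 2.47%, 3.61% and 5.35% in the other 3 PD subjects, so that the diagnosis alone does not account for it. A loss of other cells in a sample of 171 cells, a batch difference and a difference between persons stay open. None of these was tested.

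U2AF1L5, a gene that the paper does not discuss, was higher in CD4+ T-like cells of PD-DLB subjects, with a log2 fold change of 3.13 (edgeR adjusted p = 0.000585) and 7 UMIs in healthy against 488 in PD-DLB subjects. All 6 PD-DLB subjects lay above both healthy subjects. The adjusted p ran from 2.43e-10 to 1.00 over the alternatives, and without healthy subject 1 the log2 fold change was 2.28 (adjusted p = 0.544). With depth as a covariate it was 3.18 (adjusted p = 0.00361). The log2 fold change was 3.66 in CD8+ TEM-like cells (adjusted p = 0.0754) and 2.18 in CD8+ GNLY+ T-like cells (adjusted p = 0.920), and whether these differ was not tested. The annotation marks U2AF1L5 as an artificial copy of U2AF1. In CD4+ T-like cells U2AF1 had 84.0 ± 9.52 (SD, n = 2) CPM in healthy and 47.2 ± 5.30 (SD, n = 6) CPM in PD-DLB subjects, and U2AF1L5 had 4.23 ± 2.57 and 26.4 ± 2.77 CPM (exact permutation test, p = 0.0357 each, the smallest possible). Their sum was 88.2 ± 12.1 and 73.7 ± 6.23 CPM, a log2 difference of -0.26 (exact permutation test, p = 0.107). The copy held 3.03% to 6.25% of the pair's UMIs in healthy and 32.4% to 41.6% in PD-DLB subjects. The values are therefore consistent with UMIs moving between the copies rather than with more transcripts in all. A difference between the libraries that acts alike on near-identical copies was argued against, since 0 of 4 other duplicated pairs with at least 20 UMIs in each group separated the groups by the share of the copy. That share, over the cells of a group, was 39.2% in healthy and 39.6% in PD-DLB subjects for PWP2, 15.4% and 11.4% for TRAPPC10, 56.7% and 62.7% for GATD3A, and 25.9% and 11.5% for SMIM11A (Fisher's exact test, p = 0.0681). A sequence difference of a donor from the reference and a biological choice between the copies were not tested. A batch that follows the groups cannot be told apart from the disease, since no batch is named.

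AL157402.2, which the paper does not discuss, was lower in CD4+ T-like cells of PD-DLB subjects, with a log2 fold change of -3.74 (edgeR adjusted p = 0.000225), and all 6 PD-DLB subjects lay below both healthy subjects. It had 60 and 3 UMIs in the healthy and between 1 and 7 UMIs in the PD-DLB subjects, so that healthy subject 1 held most of the 63 healthy UMIs. Without healthy subject 1 the log2 fold change was -2.23 (adjusted p = 0.624; range over the alternatives 3.94e-16 to 0.624), and it then rests on 3 UMIs. With depth as a covariate it was -4.22 (adjusted p = 0.00469). A particular level in healthy subject 1 cannot be told apart from a difference between the groups, since a single healthy subject with 3 UMIs is left. The gene overlaps PTPRC on the other strand, and PTPRC itself had a log2 fold change of 0.02 (adjusted p = 1.00), so that more PTPRC transcripts were not seen beside it. UMIs of PTPRC assigned to the wrong strand in 1 library were not tested. A batch difference and the disease stay open, untested.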

How the results depend on the processing

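Leaving out cells whose barcode another subject also had was chosen after those barcodes had been seen. The average over all possible thinnings was chosen after the results were seen, and DDIT3, FMN1 and ADTRP are named after their values were seen.

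In all, 44 results were recomputed under 31 alternatives, where each applied, which gave 706 values. Of these, 600 kept their direction and their side of the threshold, 44 reversed, 43 kept their direction and were no longer past the threshold, 5 kept it and were newly past it, and 14 were counts of genes that moved by more than 1.5 times. A count of 3 against 2 is within that limit and is among the 600. The alternatives that change the cells were thinned anew, by a single draw each, so that their thinned shares also differ by the draw. The minimum of 30 cells per subject dropped PD subject 1 from CD8+ GNLY+ T-like cells, where the count stayed at 0 genes by edgeR (251 at an unadjusted p under 0.05, against 233). It left out no subject in the other tested types, and says nothing about the other results. NK-like, monocyte-like and B-like cells were not tested for genes under any alternative, nor the dendritic-like cells that appeared without upper limits. Fewer than 2 healthy subjects had 10 of them, short of the rule set for testing. Fits with 1 healthy subject were made only where the other was left out. No paired analysis was possible because the replicate numbers only tell different subjects apart. Leaving out a healthy subject leaves 1, which is assumed to vary like the PD-DLB subjects. The smallest p that an exact permutation test can then give is 0.143, so that those values bear on size and direction only.

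CXCR4 and CD69 were higher in PD-DLB CD4+ T-like cells under all 21 alternatives of each, and past the threshold under none. The log2 fold change ran from 0.03 to 1.23 for CXCR4 (smallest adjusted p 0.624) and from 0.27 to 0.94 for CD69 (smallest adjusted p 0.737), with both ends from leaving out a healthy subject. The difference of the subjects' means, in UMIs per 10000, ran from 0.00882 to 1.94 for CXCR4 and from 0.812 to 1.85 for CD69 when a subject was left out, and stayed above 0 on the other scales (smallest p 0.143 and 0.25). The thinned share of cells with CXCR4 differed by 0.743 to 17.3 percentage points and that with CD69 by 3.77 to 7.82 when a subject was left out. Averaged over all possible thinnings and with all subjects kept, they differed by 7.17 and 6.64 points. PNRC1 (0.03 to 0.29) and KLRB1 (-0.37 to -0.14) kept their direction under every alternative that tested them. CD4+ T-like and NK-like shares stayed higher, by 6.33 to 28.2 and by 0.557 to 4.35 points, and CD8+ TEM-like and CD8+ GNLY+ T-like shares stayed lower, by -10.8 to -5.68 and by -5.55 to -0.318 points (smallest adjusted p 0.214 for all 4).

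The count of 2 genes in CD4+ T-like cells was 4 under DESeq2 (2 higher, 2 lower; 180 genes at an unadjusted p under 0.05), 27 without a filter on low counts (11 higher, 16 lower), and 1 with CD4+ T cells chosen by transcripts. It was 0 after thinning to 1000 UMIs, where 5903 genes were left to test (216 at an unadjusted p under 0.05), 0 among the 741 genes found in at least 50% of cells (23 unadjusted), a filter that leaves out both called genes, and 0 when drawn down to the number of CD8+ GNLY+ T-like cells. Leaving out 1 subject gave between 1 and 3. U2AF1L5 and AL157402.2 were both called under DESeq2, RLE size factors, no low-count filter, no upper limits, a mitochondrial limit of 5%, doublets left out, Leiden clustering, depth as a covariate and every subject left out except healthy subject 1. They were also called with shared barcodes left out, which removed 34 of 3884 CD4+ T-like cells and so could hardly change them. Choosing by transcripts kept U2AF1L5 alone. Among the further genes called were DDIT3 with depth as a covariate (log2 fold change 1.96), FMN1 at a mitochondrial limit of 5% (-5.25) and without PD subject 2 (-6.25), and ADTRP without healthy subject 2 (5.03). Others, not named here, were called under DESeq2 (2), without PD subject 1 (1), without healthy subject 1 (1) and without the low-count filter. In CD8+ TEM-like cells the count of 0 was 1 under DESeq2 and 10 without the filter, and 0 to 0 with a subject left out. In CD8+ GNLY+ T-like cells it was 8 without the filter, 1 at a mitochondrial limit of 5%, which left 4 PD-DLB subjects, and 0 to 2 with a subject left out. Apart from fewer genes or cells to test, the cause was not tested. U2AF1L5 had a log2 fold change of 2.74 after thinning (adjusted p = 1.00), and between 2.28 and 3.40 with a subject left out. AL157402.2 had between -4.10 and -2.23, and too few UMIs to be tested after thinning or when cells were chosen by transcripts.

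JAK1 (-0.02 as reported, with group means that differ in the other direction, so that its sign means little) reversed without the low-count filter (0.00301), after thinning (0.11) and with depth as a covariate (0.035), and ran from -0.16 to 0.22 with a subject left out (smallest adjusted p 0.715). KLF2 reversed after thinning (-0.071) and with depth as a covariate (-0.14), and ran from -0.033 to 0.17 with a subject left out. Leaving out 1 subject also gave both directions for CYBA (-0.13 to 0.033), TSC22D3 (-0.22 to 0.78) and ZFP36L2 (-0.092 to 0.61). The cause was not tested. Among shares, the difference for B-like cells became 0.00868 with doublets left out and 0.0163 under Leiden clustering, and ran from -0.401 to 0.386 points with a subject left out. That for monocyte-like cells became -0.181 under Leiden clustering and -0.0797 with shared barcodes left out, and ran from -0.856 to 0.916. Both are differences near 0 that rest on few cells.

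Of the gene lists, activation was no longer past the threshold under fry (median 0.18, adjusted p = 0.636), with an estimated correlation (0.18, 0.396), at a mitochondrial limit of 5% (0.26, 0.142) or with cells chosen by transcripts (0.20, 0.111), and its median ran from 0.035 to 0.31 with a subject left out, past the threshold in 6 of 8 such fits (adjusted p over all its alternatives 0.00231 to 0.775). The median of the cytokine list became -0.019 at a mitochondrial limit of 5%, where its mean was 0.09, and ran from -0.078 to 0.088 with a subject left out (0.104 to 0.942). The Th17 list was no longer past the threshold under fry (-0.21, 0.636), with an estimated correlation (-0.21, 0.396), without upper limits (-0.19, 0.0582), at a mitochondrial limit of 5% (-0.079, 0.245), with doublets left out (-0.22, 0.0553) or with cells chosen by transcripts (-0.091, 0.295), and ran from -0.35 to -0.17 with a subject left out, past the threshold in 2 of 8 such fits (0.0102 to 0.888). The same held for the stress list under fry (0.11, 0.644), with an estimated correlation (0.11, 0.396), at a mitochondrial limit of 5% (0.13, 0.142), with doublets (0.13, 0.0539) or shared barcodes left out (0.10, 0.0576) or with cells chosen by transcripts (0.16, 0.295), with a range of 0.053 to 0.35 with a subject left out, past the threshold in 1 of 8 such fits (0.00378 to 0.644). It held for the glucocorticoid list under fry (0.17, 0.644), with an estimated correlation (0.17, 0.481), at a mitochondrial limit of 5% (0.18, 0.142), with doublets left out (0.15, 0.0539) or with cells chosen by transcripts (0.21, 0.111), with a range of -0.044 to 0.98, past the threshold in 3 of 8 such fits (7.79e-07 to 0.644). Under fry and the estimated correlation the medians are unchanged by construction, and only the test differs. For the others the cause was not tested.

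Between cell types, the difference of CD8+ TEM-like and CD4+ T-like cells reversed for CXCR4 without upper limits (-0.00144), at a mitochondrial limit of 5% (-0.075) and under Leiden clustering (-0.090), with a range of -0.093 to 0.26 when a subject was left out. For CD69 it reversed without upper limits (0.12), at a mitochondrial limit of 5% (0.081), with doublets left out (0.016) and under Leiden clustering (0.015), with a range of -0.10 to 0.086. For TSC22D3 it came past the unadjusted threshold without upper limits (0.30), with doublets left out (0.48) and with shared barcodes left out (0.42), with p = 0.0357 each, and ran from 0.18 to 0.66. Against CD8+ GNLY+ T-like cells the ranges with a subject left out were -0.96 to 0.18 for CXCR4, -0.62 to 0.046 for CD69 and 0.41 to 0.82 for TSC22D3. The TSC22D3 change in CD8+ TEM-like cells ran from -0.0073 to 1.43, and that of CD69 in CD8+ GNLY+ T-like cells was -0.031 at a mitochondrial limit of 5%. Between DLB and PD, JAK1 reversed with cells chosen by transcripts (0.031), and with a subject left out CXCR4 ran from -0.83 to 0.19 and CD69 from -0.29 to 0.61. The cause was not tested.

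Depth limits how many genes can be tested: thinning each cell to 1000 UMIs left 5903 of 10184 genes, and U2AF1L5 was then short of the threshold. The share of CD4+ T-like cells with CXCR4 was 30.2% after thinning against 74.9% before it.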

Differences from the paper's values

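The test with cells as units, named below, was chosen before its result was known. It takes single cells as units, as the paper does, with a rank-sum test in place of MAST.

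The paper's Data S2 lists 364 genes past the threshold in CD4+ T cells, 315 in CD8+ TEM and 129 in CD8+ GNLY+ T cells. The paper sequenced CSF cells of 11 healthy and 11 PD-DLB subjects, and every value here comes from 2 and 6 of them. The counts therefore differ in subjects as well as in the unit of testing. Here, with subjects as units, 388, 238 and 233 genes had an unadjusted edgeR p under 0.05, fewer than chance alone would give. Past the threshold were 2, 0 and 0 by edgeR and 4, 1 and 0 by DESeq2. These differ from the paper's under every alternative set before the data were examined, which gave 0 to 27, 0 to 10 and 0 to 8 genes, the highest without a filter on low counts. With cells as units, 197 of 727 genes were past the threshold in CD4+ T-like cells.

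The paper's Data S2 also gives fold changes on the natural log scale, and the values here were computed over pooled cells on that scale for 6 genes. For CXCR4 (paper 0.264, here 0.116), CD69 (paper 0.321, here 0.204) and CYBA (paper -0.0910, here -0.0652) the values lay within the spread between subjects of the paper's, under every alternative as well. For TSC22D3 the paper has 0.332, and the value here was -0.0131. Of the alternatives set before the data were examined, the value came within the spread between subjects of the paper's without upper limits (0.00866), at a mitochondrial limit of 5% (0.0171), with CD4+ T cells chosen by transcripts (0.134), and without healthy subject 1 (0.399), PD subject 2 (0.00501), DLB subject 1 (0.0293) or DLB subject 2 (0.0279). It did not with doublets left out, under Leiden clustering, or without healthy subject 2, PD subject 1, PD subject 3 or PD subject 4. For PNRC1 the paper has -0.120, and the value here was 0.0482. It came within the spread only without PD subject 3 (-0.0162), and under none of the other 12 alternatives. For ZFP36L2 the paper has -0.193, and the value here was 0.0507. The value came within the spread at a mitochondrial limit of 5% (0.00502) and without PD subject 4 (0.0101). Under all 13 alternatives it kept the sign opposite to the paper's.

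For single genes, the paper names JAK1 and CD69 as differentially expressed and CXCR4 as higher in CD4+ T cells of PD-DLB CSF. Here JAK1 had a log2 fold change of -0.02 and was not past the threshold under any alternative (smallest adjusted p 0.715), nor with cells as units. The paper's Data S2 does not list JAK1 for CD4+ T cells. CD69 (0.52) and CXCR4 (0.42) were higher and not past the threshold under any alternative with subjects as units (smallest adjusted p 0.737 and 0.624). CYBA, TSC22D3, PNRC1 and ZFP36L2, which the paper also names, were likewise not past the threshold under any alternative (smallest adjusted p 0.841, 0.604, 0.719 and 0.683). The test with cells as units does call CXCR4, CD69 and CYBA, and not TSC22D3, PNRC1 or ZFP36L2. It called CXCR4 in 20, CD69 in 25 and CYBA in 24 of the 28 splits of the subjects, the real one included. The paper's Fig. S5D shows CXCR4 and CD69 as higher by subject. Here, with 2 healthy and 6 PD-DLB subjects, the differences of 0.974 and 1.33 UMIs per 10000 were not distinguishable from the spread (exact permutation test, p = 0.286 and 0.321). The paper reports more cytokine signaling, and the cytokine list here was not past the threshold (median 0.07, camera adjusted p = 0.259).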

Other observations

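Some tests in this part were chosen after the results were seen: the splits of the CD4+ T-like count, the tests on a single healthy subject, on depth and on levels shared by all T cells, the reading of the planned draws of fewer cells, the average over all thinnings, the tests on shared barcodes and the test on the upper limits on cells.

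The subjects were also split in the 27 other ways into 2 and 6. The real split gave 2 genes past the threshold in CD4+ T-like cells, and 8 of the 28 splits, the real one included, gave as many. The most was 56, the next 5, and 13 splits gave none. The most was 26 in CD8+ TEM-like and 10 in CD8+ GNLY+ T-like cells, where the real split gave 0. With cells as units, 197 of 727 genes (27.1%) were past the threshold in the real split, and 24 of 28 splits gave as many (range 139 to 390, median 256.5). Of the 361 genes of the paper's Data S2 list for CD4+ T cells found here, 58.4% changed in the paper's direction (range over splits 33.2% to 62.6%), and 6 of 28 splits gave as high a share. With pooled cells it was 63.7%, and 7 of 28 splits gave as high a share. In each of these, other splits of the same subjects came out as large as the split by diagnosis, so that differences between single subjects may account for counts of this size.

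CXCR4 and CD69 were higher in the PD-DLB mean, and 5 explanations were looked at. The first was a single healthy subject: without healthy subject 2 the CXCR4 difference was 0.00882 UMIs per 10000, against an SD of 1.06 between PD-DLB subjects, and that of CD69 was 0.812 against an SD of 1.49. The difference may thus rest on this subject. The next was depth: thinned to 1000 UMIs the share of cells with CXCR4 differed by 9.00 percentage points (exact permutation test, p = 0.286), or by 7.17 points averaged over all thinnings (exact permutation test, p = 0.357), in the same direction but within the spread. With depth as a covariate the log2 fold change of CXCR4 rose from 0.42 to 0.60 (standard error 0.555). That of CD69 fell from 0.52 to 0.35 (standard error 0.631). All 6 PD-DLB subjects had more UMIs per CD4+ T-like cell (4975 to 6125) than both healthy subjects (4728 and 4938), so that depth cannot be told apart from the groups. Another was a level set by the sample in all T cells: across the 8 subjects CXCR4 in CD8+ TEM-like cells followed that in CD4+ T-like cells (Pearson r = 0.944, adjusted permutation p = 0.00313 over 6 relations; Spearman 0.833, adjusted p = 0.0231; r = 0.729 without the 2 farthest subjects; 0.915 within PD-DLB), and CD69 did too (r = 0.847, adjusted p = 0.00412; Spearman 0.905). For handling stress, the score of the stress list followed CXCR4 (r = 0.931, adjusted p = 0.00313; Spearman 0.929, adjusted p = 0.00913; 0.743 without the 2 farthest; 0.890 within PD-DLB) and CD69 (r = 0.840, adjusted p = 0.0144; Spearman 0.905). Early stress genes also rise in activated T cells, and 1 of the 26 stress genes is also in the activation list, so that this relation does not separate handling from activation. For glucocorticoid exposure, the score of that list, without CXCR4, had r = 0.873 with CXCR4 (adjusted permutation p = 0.0138; 0.704 without the 2 farthest; 0.654 within PD-DLB). The rank correlation with CXCR4 was 0.619 (adjusted permutation p = 0.138). With CD69 the score had r = 0.602 (adjusted permutation p = 0.100; 0.0626 without the 2 farthest; 0.302 within PD-DLB). For CXCR4 the 2 measures disagree, so that with 8 subjects this relation cannot be told apart from chance. A candidate explanation that the tests leave standing is a level shared by the T cells of a sample, whether from handling or from biology. A batch and the disease were not separated.

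The other fixed lists gave, in CD4+ T-like cells, lower Th17 genes (2 of 9 higher, median log2 fold change -0.21), higher stress genes (18 of 25 higher, median 0.11) and higher glucocorticoid genes (11 of 12 higher, median 0.17), each with a camera adjusted p of 0.0476. None was past the threshold under fry (adjusted p = 0.636, 0.644 and 0.644) or with an estimated correlation (0.396, 0.396 and 0.481), and 0 of their genes were past it by edgeR, over all genes or over the list alone. Without healthy subject 2 the medians of the stress and glucocorticoid lists were 0.10 and -0.04, and without healthy subject 1 they were 0.35 and 0.98. The stress and glucocorticoid lists share 1 gene.

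That most genes past the threshold were in CD4+ T-like cells may depend on their number. Drawn down to the number of CD8+ GNLY+ T-like cells, 16 of 20 draws gave as few genes as that type, 0. A contrast of 2 genes against 0 is small, so that the number of cells may account for it, without being shown to. Drawn down to the number of CD8+ TEM-like cells, 3 of 20 draws gave 0 genes, so that the number of cells cannot be told apart there from a difference between the types, with 2 genes against 0. TSC22D3 had a log2 fold change of 0.16 in CD4+ T-like, 0.49 in CD8+ TEM-like and 0.85 in CD8+ GNLY+ T-like cells (edgeR p = 0.000862, adjusted p = 0.890 in the last). The difference to CD4+ T-like cells was 0.42 and 0.62 (exact permutation test, p = 0.0714 each, adjusted p = 0.214 over 6 tests). Without healthy subject 2 the change in CD8+ TEM-like cells was -0.01. Between DLB and PD subjects, log2 CPM in CD4+ T-like cells differed by -0.32 for CXCR4, 0.16 for CD69 and -0.06 for JAK1 (exact permutation test over 15 splits, p = 0.533 each; the smallest possible is 0.0667).

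Of all barcodes, 57 occurred in more than 1 subject, 46 of them in exactly 2, and 11 in at least 3 subjects, where chance gives 0.0985. Of the 11, 3 occurred in all 8 subjects. The 59 cells with these 11 barcodes all fell in an unnamed cluster of 121 cells, 43 of which came from healthy subject 2. Cells with the same barcode in different subjects had a median correlation of 0.733 between their profiles (149 pairs), against 0.606 for different barcodes (1351 pairs; permutation p = 1e-04, the smallest possible with 10000 permutations). This is consistent with molecules of a library read as those of others sequenced with it. A biological explanation was not tested.

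The paper's upper limits on genes and UMIs bear on myeloid cells. Of 374 cells that were monocyte-like or dendritic-like when no upper limit was set, 83.2% exceeded the limits, against 1.51% of 5774 CD4+ and CD8+ T-like cells. The small number of monocyte-like cells here, and the absence of a dendritic-like cluster, are therefore likely a result of these limits. A biological explanation was not tested.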
